# DNA methylation enables recurrent endogenization of giant viruses in an animal relative

**DOI:** 10.1126/sciadv.ado6406

**Published:** 2024-07-12

**Authors:** Luke A. Sarre, Iana V. Kim, Vladimir Ovchinnikov, Marine Olivetta, Hiroshi Suga, Omaya Dudin, Arnau Sebé-Pedrós, Alex de Mendoza

## Abstract

5-Methylcytosine (5mC) is a widespread silencing mechanism that controls genomic parasites. In eukaryotes, 5mC has gained complex roles in gene regulation beyond parasite control, yet 5mC has also been lost in many lineages. The causes for 5mC retention and its genomic consequences are still poorly understood. Here, we show that the protist closely related to animals *Amoebidium appalachense* features both transposon and gene body methylation, a pattern reminiscent of invertebrates and plants. Unexpectedly, hypermethylated genomic regions in *Amoebidium* derive from viral insertions, including hundreds of endogenized giant viruses, contributing 14% of the proteome. Using a combination of inhibitors and genomic assays, we demonstrate that 5mC silences these giant virus insertions. Moreover, alternative *Amoebidium* isolates show polymorphic giant virus insertions, highlighting a dynamic process of infection, endogenization, and purging. Our results indicate that 5mC is critical for the controlled coexistence of newly acquired viral DNA into eukaryotic genomes, making *Amoebidium* a unique model to understand the hybrid origins of eukaryotic DNA.

## INTRODUCTION

5-Methylcytosine (5mC) is a common base modification among eukaryotes (*1*–*3*). 5mC is deposited by DNA methyltransferases (DNMTs), a family of enzymes with ancestral families conserved throughout eukaryotes (*4*, *5*). Some DNMTs are maintenance type enzymes, perpetuating 5mC patterns, including DNMT1 and DNMT5, while other DNMTs have de novo activity, such as DNMT3 (*6*, *7*). However, the DNMT repertoire of an organism is not predictive of 5mC function. In some eukaryotes, including plants and animals, 5mC is associated with gene regulation, exemplified by gene body methylation, where 5mC positively correlates with gene transcriptional levels (*1*, *3*, *8*). However, the most widespread role of 5mC is in transposable element (TE) silencing, which is the assumed ancestral role in eukaryotes (*9*, *10*).

Despite most attention being devoted to controlling endogenous parasitic elements, one of the first described functions of 5mC in eukaryotes was to silence retroviral insertions in mammals (*11*). Similarly, in bacteria, the main role of 5mC is to combat viruses (*12*). Therefore, controlling exogenous viral invasions is arguably as important as TE control for epigenetic silencing. It is increasingly recognized that many eukaryotic genes have viral origins, co-opted repeatedly throughout evolution (*13*). One of the most common sources for these acquisitions are giant viruses (*Nucleocytoviricota*). Giant viruses have a wide range of eukaryotic hosts and are present in almost all ecosystems, posing a widespread threat to eukaryotic cells (*14*, *15*). Giant viruses are exceptional among viruses as they have enormous genomes (100 kb to 2.5 Mb) encoding many proteins thought to be eukaryotic hallmarks such as histones (*14*, *15*). Giant viruses originated before modern eukaryotes, and they have been proposed to have contributed essential genes to eukaryogenesis (*16*–*18*). Furthermore, recent reports indicate that giant viruses can endogenize into extant eukaryotes (*19*–*21*). However, how this potentially lethal DNA is incorporated into eukaryotic genomes is currently not understood.

Finding a link between viral control and epigenetic regulation, however, is hampered by the scarcity of reported recent giant virus endogenizations (*19*, *22*). Moreover, 5mC is evolutionarily very plastic, and many eukaryotic lineages have lost this epigenetic modification (*1*, *2*), possibly because of its mutagenic potential and cytotoxic off-target effects of DNMTs (*23*). Furthermore, 5mC function varies across lineages. In fungi, 5mC is restricted to silencing TEs (*24*), whereas in invertebrates 5mC is usually restricted to gene bodies, and most TEs remain unmethylated (*1*, *2*, *25*). To expand our knowledge of 5mC systems and to unravel how a potentially ancestral fungal-like methylation pattern gave rise to the animal 5mC system, we focused on protists of the holozoan clade. These close animal relatives form four major lineages: choanoflagellates, filastereans, ichthyosporeans, and pluriformeans (Fig. 1A) (*26*, *27*). In recent years, unicellular holozoan genomes have been shown to encode many genes previously thought to be unique to animals, informing the complex genomic nature of the unicellular ancestors of animals (*26*–*29*). However, none of these genomes encode DNMTs, suggesting an evolutionary loss of 5mC capacity (*30*). Here, we fill this gap by describing a unicellular relative of animals that has maintained 5mC, and unexpectedly find an unappreciated and potentially ancestral use of 5mC in regulating giant virus endogenizations.

**Fig. 1.**
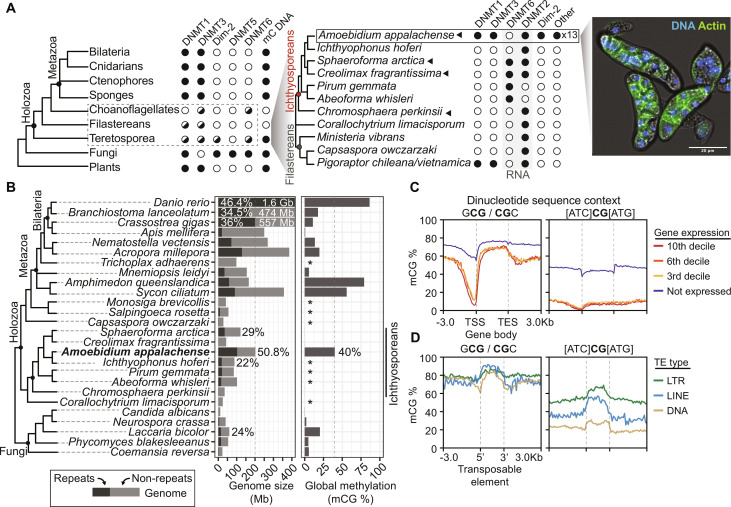
*A. appalachense* displays a methylome with gene body and transposon methylation. (**A**) Distribution of DNMTs in eukaryotes and teretosporeans. Black dot indicates enzyme presence, white dot indicates enzyme absence, and black triangles indicate species for which Enzymatic Methyl-seq has been performed. *Amoebidium* cells are stained with phalloidin and Hoechst. Phylogenetic relationships based on previous studies (*29*). (**B**) Distribution of genome sizes, repetitive content, and global methylation levels across opisthokonts. Asterisks indicate species for which the lack of 5mC is inferred from their absence of DNMTs. Genome sizes for species with genomes above 400 Mb are displayed in white, and repeat content (%) is also highlighted for clarity. (**C**) Gene body methylation and (**D**) TE methylation averages split by the extended CG sequence context. Not expressed genes display <1 TPM. TSS, transcriptional start site; TES, transcriptional end site. TEs only include copies spanning at least 70% of the RepeatModeler2 consensus model.

## RESULTS

### The *Amoebidium* genome presents both gene body and TE methylation

To reconstruct the pre-animal roots of 5mC, we searched the available genomes and transcriptomes of unicellular holozoans for DNMT1 orthologs (*29*, *31*), the maintenance DNMT in animals. We discovered that DNMT1 is expressed by *Amoebidium appalachense* (Fig. 1A), an ichthysoporean originally isolated from the cuticle of freshwater arthropods that can be grown axenically (*32*). Like other Ichthyosporea (*33*), *Amoebidium* are parasites or commensals of animal hosts, and show a coenocytic life cycle, with cells dividing their nuclei in a shared cytoplasm until forming a mature colony, which gives rise to unicellular and uninucleated cells (*34*). Yet, *Amoebidium* branches quite deep within the ichthyosporean lineage (Fig. 1A). *Amoebidium* DNMT1 sequence presents the same domain architecture of animal DNMT1 orthologs, including a zinc finger CXXC absent in non-holozoan sequences (fig. S1A), which suggests that this domain architecture was an innovation of holozoans despite DNMT1 being lost repeatedly. Additionally, we found DNMT1 orthologs in the metagenome-derived assemblies of the filastereans of the genus *Pigoraptor* (*35*), with the same domain architectures as *Amoebidium* (fig. S1A). Additionally, both *Amoebidium* and *Pigoraptor* encode UHRF1 orthologs with highly similar domain architectures to animal counterparts (fig. S1A), suggesting that DNMT1 and UHRF1 heterodimerization is conserved. Unlike *Amoebidium*, *Pigoraptor* species can only be grown at low densities in association with diverse bacteria and eukaryotic prey, the kinetoplastid *Parabodo caudatus*, making functional approaches and reliable methylation profiling challenging (*36*).

To fully characterize the gene repertoire and investigate *Amoebidium* 5mC patterns, we sequenced the genome of this species using a combination of nanopore long reads, Illumina short reads, and micro-C. We obtained a chromosome-scale assembly spanning 202 Mb, with 96.6% of the sequence contained in 18 chromosomes and a 95% BUSCO score (Fig. 1B and fig. S2, A and B). When examining *Amoebidium*’s DNMT repertoire, we identified a total of 18 DNMTs, comprising orthologs of DNMT1, DNMT3, DNMT2, Dim-2, and various lineage-specific clades (Fig. 1A and fig. S1, B and C). Notably, unlike DNMT1, none of the other DNMTs exhibit additional domains. Specifically, DNMT3 lacks the protein domains found in animal DNMT3, such as PWWP or ADD (fig. S1A) (*7*, *30*). In contrast, none of the ichthyosporeans with genomic data available show DNMTs other than the RNA-specific DNMT2 and DNMT6 (Fig. 1A) (*3*, *7*, *37*). Among other holozoans, we could only find a putative DNMT3 in the transcriptome of the choanoflagellate *Achanthoeca spectabilis* (*31*) and both *Pigoraptor* species (*35*), with the same domain architecture lacking additional protein domains as in *Amoebidium* (fig. S1A). Thus, *Amoebidium* and *Pigoraptor* are the only sequenced unicellular holozoan species that retain the ancestral eukaryotic complement of DNMTs, highlighting the pervasive tendency of eukaryotes to lose 5mC.

Next, we performed whole-genome DNA methylation profiling to analyze the 5mC patterns in *Amoebidium*, as well as in three other ichthyosporean species lacking DNA DNMTs as negative controls. In *Amoebidium*, global methylation levels soar to 40%, exclusively within the CG dinucleotide context, setting it apart from most invertebrates and fungi and the other ichthyosporean species, which exhibit negligible levels of 5mC (Fig. 1B) (*1*, *24*). Notably, not all CG dinucleotides exhibit uniform methylation levels. Specifically, the symmetrical mCGC and GmCG trinucleotides stand out with hypermethylation levels at around 70%, whereas the remaining CG dinucleotides maintain lower levels at approximately 20% (fig. S3A). This suggests that *Amoebidium* boasts elevated methylation levels with a wider sequence specificity beyond the CG dinucleotide, a context-dependent regionalization of 5mC reminiscent of heterochromatin methylation in mammals (*38*), likely reflecting the sequence preferences of the diverse *Amoebidium* DNMTs.

Considering the high global methylation levels in *Amoebidium*, we proceeded to investigate which genomic regions exhibit enriched 5mC. Protein-coding genes displayed a gene body methylation pattern reminiscent of plants and animals, with relatively low levels of promoter methylation (Fig. 1C) (*39*, *40*). However, *Amoebidium*’s gene body methylation is not positively correlated with transcription as in plants or animals, as all active genes have similar methylation levels irrespectively of transcriptional level, whereas silent genes show higher methylation, including the promoter (Fig. 1C and fig. S3B). Therefore, gene body methylation appears not exclusive to animals in the holozoan clade, yet its positive association with transcription is an animal-specific feature potentially linked to the domain acquisitions of animal DNMT3s (fig. S1A).

In contrast to most invertebrates (*1*, *2*), *Amoebidium* exhibits targeted methylation of TEs (Fig. 1D and fig. S3, B and C). Notably, methylation levels are highest in recent TE insertions and on transcriptionally silent genes (Fig. 1D and fig. S3C), regardless of the adjacent CG sequence context. In contrast, gene body methylation of actively transcribed genes primarily occurs within the CGC/GCG trinucleotide context (Fig. 1C). This indicates that in *Amoebidium*, 5mC of CGs in non-CGC/GCG trinucleotide context correlates with silencing, whereas CGC/GCG methylation is widespread. Further supporting the link between 5mC and TE silencing, approximately 50% of *Amoebidium*’s genome is composed of TEs, a level unmatched in any unicellular holozoans, yet similar to vertebrates such as humans (50%) or zebrafish (Fig. 1B and fig. S2, C and D). Therefore, the genome of *Amoebidium* is possibly permissive to TE expansions because 5mC can silence these novel insertions by reducing their potential deleterious effects, similar to what has been proposed for vertebrates (*41*),

### Large hypermethylated regions uncover hundreds of viral insertions

To characterize the chromosome-level distribution of 5mC, we took advantage of the relative depletion of non-CGC/GCG methylation to locate regions of hypermethylation across the genome. We found many islands of hypermethylation spread across the chromosomes (Fig. 2A), many of which were consistent with regions of high TE content. However, many presented highly gene-rich areas spanning up to 200 kb, with most genes showing few to no introns, in clear contrast to the intron-rich *Amoebidium* genes (average 7.2 exon/gene; fig. S4A). Further characterization of these areas revealed core giant virus genes, including poxvirus late transcription factor (VLTF3), A32-like packaging adenosine triphosphatase (ATPase), D5 DNA primase, or nucleocytoplasmic large DNA viruses (NCLDV) major capsid proteins (fig. S4A) (*14*, *42*). Using these core genes, we searched the National Center for Biotechnology Information (NCBI) database and performed phylogenetic analyses using curated databases of giant virus marker genes (*42*). We found that these insertions could be classified as belonging to a lineage belonging to the order pandoravirales, closely related to the *Mamonoviridae* family of Medusavirus and Clandestinovirus (infecting amoebozoans; fig. S5, A and B) (*43*). Yet, not all the giant endogenous viral elements (GEVEs) in the *Amoebidium* genome originate from a single catastrophic insertion event or even a single viral lineage, as they show high levels of sequence divergence among them (fig. S5C). Furthermore, there are insertions in almost all chromosomes (90 chromosomal insertions, with 42 sequences in unplaced contigs), some having accumulated secondary TE insertions (Fig. 2A). The disparity of insertion lengths, and the observation that none of them encode a full repertoire of core giant virus genes (Fig. 2B), suggests that complete viral genome integrations are rare or that gene loss occurs rapidly after insertion. Using ViralRecall to detect giant viruses solely based on sequence (*44*), we confirmed the presence of GEVEs in *Amoebidium*, yet we failed to recover any hits from other holozoans other than in *Pigoraptor*, which encodes for few giant virus markers, including a capsid protein or a VLTF3, yet these branch far from *Amoebidium* hits (fig. S5, A and B), suggesting that distant classes of giant viruses might endogenize into *Pigoraptor* genomes. However, the fragmented status and metagenomic source of *Pigoraptor* genome assemblies render confident GEVE identification problematic, as some might belong to viruses or other species found in the complex cultures.

**Fig. 2.**
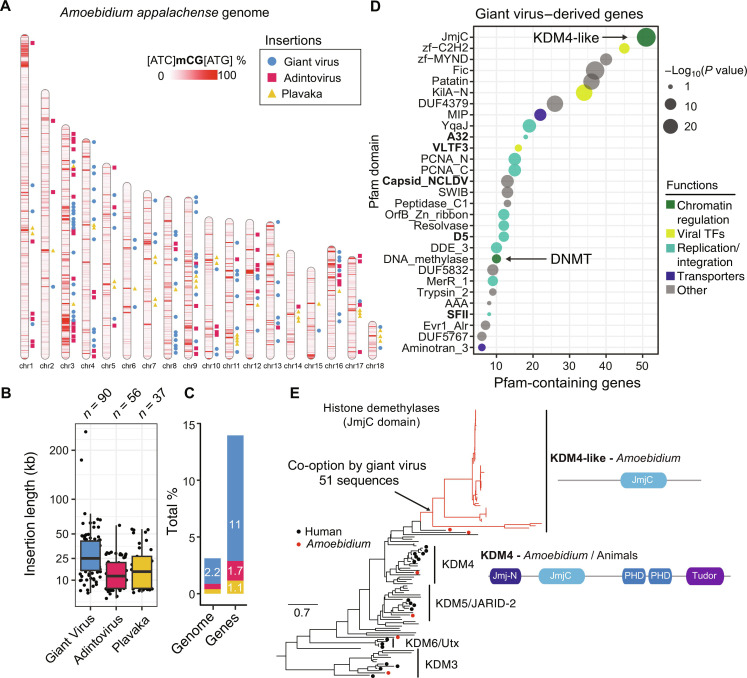
The *Amoebidium* genome harbors hundreds of viral insertions. (**A**) Location of GEVEs, adintovirus, and Plavaka giant repeats across the *Amoebidium* genome. Windows of 10 kb are colored according to their methylation level in non-CGC/GCG trinucleotides. (**B**) Distribution of insertion sizes of the giant repeats within chromosomes. Center lines in boxplots are the median, box is the interquartile range (IQR), and whiskers are the first or third quartile ± 1.5× IQR. (**C**) Contribution of giant repeats to genome size and gene counts. (**D**) Pfam domains enriched in genes encoded in GEVE regions. In bold, marker giant virus domains. The displayed *P* values correspond to a two-sided Fisher exact test. (**E**) Maximum likelihood phylogeny of JmjC in eukaryotes, highlighting the expansion of KDM4-like enzymes in GEVE regions. Black dots indicate human sequences, red dots indicate *Amoebidium* sequences, and red branches indicate genes within endogenized viral regions. Domain architectures defined with PFAM domains.

In addition to the giant viruses, other compact hypermethylated regions in the *Amoebidium* genome were characterized by genes encoding VLTF3, Dam methyltransferase, minor and major capsid proteins, and a DNA polymerase family B (fig. S4B). DNA polymerase sequences produced closest matches to adintovirus (family *Adintoviridae*), a group of recently described double-stranded DNA polinton-related viruses thought to exclusively infect animals (fig. S5D) (*45*). It is worth noting that many polinton-related viruses are virophages or descendants of these (*46*, *47*), known to parasitize giant viruses, which could explain the abundance of these sequences in the *Amoebidium* genome. Similarly to the giant viruses, not all adintoviruses were closely related among each other (fig. S5E), suggesting multiple independent insertion events. In contrast to GEVEs, some insertions kept long terminal repeats and were complete (~30 kb; Fig. 2B), yet others were truncated and in the process of degeneration.

Then, we identified a third type of giant repeat in *Amoebidium*, consisting of tandem clusters of repetitive intron-poor genes up to 50 kb long, usually flanked by a Plavaka transposase (fig. S4C) (*48*). Many of these genes encode for tyrosine recombinases, one of the major type of transposon integrases in eukaryotes (*49*), and interestingly their only hits in the NCBI NR database belong to very distant eukaryotic lineages including dinoflagellates or red algae, thus suggesting some form of lateral gene transfer as their source (fig. S4C). When we combine the three types of highly methylated giant repeats, they make up 3.1% of *Amoebidium*’s total DNA. Their contribution to the protein-coding genes constitutes 14% of the entire proteome, with the majority originating from viruses. The amount of giant virus insertions in *Amoebidium* is among the largest reported in eukaryotes, at par with the moss *Physcomitrium patens* (Fig. 2C) (*50*).

### Endogenized giant virus co-opted eukaryotic histone demethylases

To understand the potential contribution of endogenized genes to the *Amoebidium* gene repertoire, and also to better understand the gene complement of the original giant virus genomes that infect *Amoebidium*, we characterized the functional enrichment of genes encoded in these endogenized regions. An enrichment test of Pfam domains revealed many domain categories involved in the viral replication and integration process [recombinases, integrases, proliferating cell nuclear antigen (PCNA)], viral gene regulation (transcription factors), or some transporters [e.g., aquaporins/Major Intrinsic Protein (MIP)], which are likely critical to taking control of the host during infection (Fig. 2D) (*51*–*53*). Gene ontologies also suggested that these genes were enriched in membrane fission or tubulin depolymerization (fig. S6A). Notably, some of the most enriched categories were involved in chromatin regulation. Among these, 10 of the 18 DNMTs encoded in the *Amoebidium* genome reside in GEVEs, which suggests that these could be used by the virus to modify its own DNA. Consistently, giant viruses, and members of the pandoravirales in particular, are known to use various forms of DNA methylation (*N*^6^-methyladenine and *N*^4^-methylcytosines) to methylate their own genomes (*54*), which might play a role in infection. However, the *Amoebidium* GEVE DNMTs form a sister group to other giant virus uncharacterized DNMTs (fig. S1B); thus, they were not recently acquired from the host and their sequence-substrate preferences remain unknown.

The most enriched endogenized domain is the Jumonji C (JmjC) domain. Although JmjC domains can perform many enzymatic functions, our phylogenetic analysis revealed that these are divergent paralogs of the histone lysine demethylase subfamily 4 (KDM4). Notably, despite JmjC-containing proteins having been identified in giant viruses (*55*), we could not find any KDM4-like JmjC homologs in publicly available giant virus genomes. *Amoebidium* encodes a canonical KDM4 ortholog like those of other eukaryotes, including its characteristic histone-interacting domains (PHD, Tudor; Fig. 2E). However, the endogenized KDM4-like enzymes only contain the enzymatic JmjC domain (Fig. 2E). KDM4 enzymes are known to demethylate histone 3 tail lysines, most commonly lysine 9 (H3K9me2/3) or lysine 36 (H3K36me2/3) residues. Although many giant viruses encode all four eukaryotic nucleosome histones (H2A/B,H3,H4) (*42*, *56*), we did not find any in the viral insertions. Furthermore, viral histones present very divergent histone tails (*57*); thus, it is unlikely that KDM4-likes are used to control potential giant virus histones. Instead, given the conserved role of H3K9me3 in heterochromatin formation in eukaryotes, KDM4-like enzymes could be used by the virus to avoid silencing by the host chromatin. In KDM4-overexpressing cancer cells, depletion of H3K9me3 promotes DNA breaks and genome instability (*58*), a process that could serve the virus to integrate into the host genome, or explain the amount of endogenization events.

The KDM4-like enzymes stand out among the endogenized genes as they have preserved the multi-exon domain structure of eukaryotic genes (fig. S6C), unlike the vast majority of GEVE genes that lack introns. While most of the endogenized genes remain silent in culture conditions, four of these KDM4-like genes are transcribed [Transcripts Per Million (TPM) > 1] (fig. S6C). Moreover, JmjC genes are found in 39% (*52*) of the insertions, which could reflect a lower chance of purging those genes after the insertion event. A couple of KDM4-like genes are found outside hypermethylated giant virus regions and are flanked by normal host genes, showing almost exclusively mCGC/GmCG methylation (the default state for transcribed host genes; fig. S6C). Given their basal position in the phylogeny of KDM4-likes (Fig. 2E), these genes could be *Amoebidium*-specific KDM4 divergent paralogs that already lost the chromatin interaction domains compared to the canonical KDM4 copy, and were later co-opted by the giant viruses. Alternatively, the giant virus might have originally acquired a canonical KDM4 gene from the host, which then lost some of its companion domains to perform virus-associated functions. Then, these basally branching KDM4-like genes are the remnants of past GEVE insertions, where most other viral genes have been purged and only JmjC loci are kept, being domesticated to become part of the host repertoire. Thus, the intricate interaction between the host chromatin and the giant viruses is likely critical to explain the gene flow between the host and parasite.

### DNA methylation removal is sufficient for viral transcriptional reactivation

Since dense 5mC demarcates the viral insertions and these are transcriptionally silent, we wanted to directly investigate the causal relationship between 5mC and gene expression in *Amoebidium*. We tested the effect of cytidine analogs 5-azacytidine, zebularine, and decitabine [which block DNMTs and lead to passive dilution of 5mC (*59*, *60*)] to investigate the impact of 5mC on gene expression. A 3-day cytidine analog treatment spans at least two generations of *Amoebidium* colonies, covering two rounds of coenocytic development starting from an uninucleate cell to colony maturation and cell release in ~30 hours (fig. S7A). Therefore, several rounds of nuclear division maximize the potential of obtaining sufficient passive 5mC loss. 5mCG remains constant across development, thus minimizing the potential confounding staging effects across treatments (fig. S7, B and C). We then used Enzymatic Methyl-seq to quantify 5mC of the treated cells and found that only 5-azacytidine showed a decrease in global methylation levels (from ~40 to 15%; Fig. 3A). Consistently, only the *Amoebidium* cells treated with 5-azacytidine showed growth defects and increased mortality (fig. S7D). However, 5-azacytidine can potentially be incorporated into RNA and be cytotoxic (*61*, *62*). To control for those off-target effects, we also treated two ichthyosporean species lacking genomic 5mC with 5-azacytidine, observing mild growth defects (fig. S7E).

**Fig. 3.**
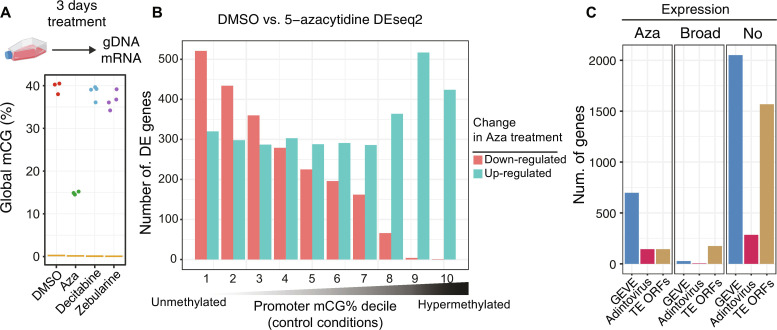
5mC removal leads to viral transcriptional reactivation. (**A**) Global methylation levels measured with Enzymatic Methyl-seq for *Amoebidium* cultures treated for 3 days with DMSO (three biological replicates), 5-azacytidine (Aza; three biological replicates), decitabine (four biological replicates), and zebularine (four biological replicates). (**B**) Distribution of differentially expressed genes classified according to the promoter methylation status in untreated conditions (divided in deciles). The bar color depicts the direction of change upon 5-azacytidine treatment. (**C**) Number of genes encoded in GEVEs, adintoviruses, or TE open reading frames according to their transcriptional response to 5-azacytidine treatment. “Aza” are genes that are only transcribed upon treatment, “Broad” are genes that are expressed in any moment of *Amoebidium* development/control conditions, and “No” are genes that are not expressed in any condition (TPM < 1).

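Over all 25432 genes of the *Amoebidium* annotation, 1541 (6.1%) had a mean TPM of at least 1 under 5-azacytidine and a mean below 1 both in DMSO and at each of the 4 developmental stages. Another 14958 genes reached a mean of 1 TPM in DMSO or at a stage, and 8933 stayed below it in every condition. The means were taken over 3 libraries for DMSO and 5-azacytidine and over 2 libraries for each stage, because the legend does not say whether the threshold applies to means or to single libraries. Genes transcribed only upon treatment were mostly expressed at a low level, with a median of 2.69 TPM under 5-azacytidine. Among the 1035 of them with enough expression to enter the limma test, 915 (88.4%) were called higher under 5-azacytidine at an adjusted p below 0.01, a direction that the definition of the class fixes. Requiring every library of a condition to reach 1 TPM left 1152 genes in the class, and a threshold of 0.5 TPM gave 1979. Which of these genes lie in GEVEs, adintoviruses or TE open reading frames was not analysed here, so the numbers cover the whole annotation.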

We then used RNA sequencing (RNA-seq) to characterize the transcriptional response to 5-azacytidine in *Amoebidium* and *Sphaeroforma arctica*. 

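*Amoebidium* and *Sphaeroforma* cultures were grown for 3 days with 100 μM 5-azacytidine or with the solvent DMSO at 1%. RNA-seq libraries were made from polyadenylated RNA with a strand-specific kit, 3 per condition in *Amoebidium* and 2 per condition in *Sphaeroforma*. Table S3 gives an RNA input of 200 ng for the *Amoebidium* and 50 ng for the *Sphaeroforma* libraries, whereas the sample labels give 200 ng for both. The authors quantified the *Amoebidium* libraries with Kallisto against the transcript models of their annotation and deposited TPM, which sum to 1000000 in every library, so the number of reads behind each library is unknown. The TPM of 29558 transcript models were summed to 25432 genes. Genes with at least 1 TPM in 3 or more of the 6 libraries were compared on the log2(TPM + 1) scale with limma, using an intensity trend and Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low expression. For *Sphaeroforma*, the authors aligned the reads with HISAT2 and deposited TElocal counts for 34753 genes and 27345 individual TE insertions, without normalization. The counts summed to 7475955 and 12333091 in the 5-azacytidine libraries and to 10696951 and 7459998 in the DMSO libraries. They were compared with the quasi-likelihood test of edgeR after TMM scaling, and the default filter of edgeR on low counts kept 11145 genes and 507 TE insertions in 1 fit. The paper's own test used DESeq2 on TElocal counts in both species, and the *Amoebidium* TElocal counts were not used here.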

*Sphaeroforma* is a closely related ichthyosporean that also has a relatively large amount of TEs and few instances of polinton-type viruses (*63*), yet lacks genomic 5mC (Fig. 1B). Both species showed hundreds of differentially expressed genes upon treatment (5630 in *Amoebidium* and 1807 in *Sphaeroforma*; false discovery rate < 0.01), but very few of these showed consistent dynamics across species (fig. S8A), thus not suggesting generic stress response shared across species. Nevertheless, genes that were up-regulated upon 5-azacytidine treatment in *Amoebidium* have stress-associated gene ontologies, while a wide range of metabolic processes are down-regulated (fig. S8D). 

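In *Amoebidium*, 2526 of the 15450 genes tested changed at an adjusted p below 0.01 in limma, 1595 of them higher and 931 lower under 5-azacytidine. In each of the 2526 genes all 3 treated libraries lay on the same side of all 3 DMSO libraries, a separation seen in 41.5% of the tested genes and by chance in 10%. Quantile normalization, which shifted the median log2 change of all tested genes from −0.008 to −0.088, called 2573 genes and turned the split to 1230 higher and 1343 lower. The number of calls was 1295 when only the 10216 genes with a mean of at least 5 TPM were tested and 3989 at an adjusted p below 0.05. The largest increases were those of AAPPG00000025018, listed at 0 in the 3 DMSO libraries and at 371, 399 and 442 TPM under 5-azacytidine, and of AAPPG00000003757, listed at 0 in DMSO and at 317, 319 and 294 TPM under treatment (limma adjusted p = 6e-09 for both). AAPPG00000001094 decreased most, from 37 ± 7.42 to 1.99 ± 0.78 TPM (SD, n = 3; log2 change −3.68, standard error 0.22, limma adjusted p = 5.8e-06), followed by AAPPG00000001198, from 53.5 ± 21.1 to 4.38 ± 0.792 TPM (SD, n = 3; log2 change −3.28, standard error 0.26, limma adjusted p = 3.1e-05). In *Sphaeroforma*, 959 of the 11145 genes tested changed at an adjusted p below 0.01 in the edgeR quasi-likelihood test, 542 higher and 417 lower. Testing every gene with at least 1 count raised this number to 2049, an adjusted p below 0.05 gave 2081, and DESeq2 called 1239 genes. With the replicate number as a block it was 425, and with the numbers crossed between the groups, chosen after the data were seen, 2467. With each library left out in turn it lay between 640, without DMSO replicate 1, and 1081. Sarc4_g18559 had 178 and 657 counts under 5-azacytidine and none in either DMSO library, at least 255-fold higher against a floor of 3 counts over the DMSO group (edgeR adjusted p = 0.00084). This bound was 144-fold without 5-azacytidine replicate 2, 105-fold without DMSO replicate 1 and 150-fold without DMSO replicate 2. Sarc4_g32414 rose from 3 and 1 counts to 46 and 48 (log2 change 4.26, standard error 0.61, edgeR adjusted p = 0.0031; 4.92 without DMSO replicate 1). Sarc4_g16691 fell from 76 and 49 counts to none, at least 45.5-fold lower against the same floor over the treated group (edgeR adjusted p = 0.0008; 28.3-fold without 5-azacytidine replicate 1 and 17.2-fold without 5-azacytidine replicate 2), and Sarc4_g10511 fell from 139 and 115 counts to 6 and 13 (log2 change −4.04, standard error 0.31, edgeR adjusted p = 0.00029). The deposited tables pair none of these identifiers with gene names. The paper then set the changed genes of both species side by side through one-to-one orthologs, which were not used here.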

As observed in 5-azacytidine–treated cancer cells, the stress response might be driven by TE reactivation (*64*). 

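Of the 27345 TE insertions counted in *Sphaeroforma*, 5563 had at least 1 count in any of the 4 libraries and 507 had enough counts to be tested. At an adjusted p below 0.05 in the edgeR quasi-likelihood test, the threshold of fig. S8B, 69 insertions were higher and 33 were lower under 5-azacytidine, and 405 were not called. The 102 called insertions were 0.37% of all insertions and 20.1% of those tested. At the same threshold 18.7% of the tested genes were called (two-sided Fisher's exact test across genes and insertions, p = 0.42), 1116 higher and 965 lower. By direction, 67.6% of the called insertions were higher against 53.6% of the called genes (two-sided Fisher's exact test, p = 0.0058), and 13.6% of the tested insertions were called higher against 10.0% of the tested genes (p = 0.011). The first difference no longer passed 0.05 in Fisher's exact test with the replicate number as a block (65.0 against 60.5%, p = 0.5) or without 5-azacytidine replicate 2 (59.4 against 56.8%, p = 0.67), DMSO replicate 1 (66.2 against 53.8%, p = 0.06) or DMSO replicate 2 (63.5 against 54.8%, p = 0.12). The second difference did not pass 0.05 with the replicate number as a block (7.7 against 6.8%, Fisher's exact test, p = 0.42) or with any library left out. Without DMSO replicate 2 the share of insertions called higher was below that of genes. With every insertion and gene of at least 1 count tested, 2.2% of the insertions and 8.6% of the genes were called higher. These comparisons with genes were chosen after the data were seen, and they take each insertion and gene as independent, which copies that share reads are not. TE insertions received 0.869% ± 0.003 of all counts under 5-azacytidine and 0.877% ± 0.004 in DMSO (SD, n = 2 each; two-sided exact permutation test, p = 0.33, the smallest p that 2 libraries against 2 allow). The deposited counts carry no length, position or class of an insertion, so the paper's restriction to intergenic insertions above 500 bp was not applied. DESeq2 called 67 insertions. Testing every insertion with at least 1 count, an alternative chosen after the data were seen, moved the number most, to 176.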

Focusing on TEs, only *Amoebidium* showed a drastic expression increase in almost all TE types after 5-azacytidine (fig. S8B), whereas *Sphaeroforma* did not show any particular enrichment in TE or viral up-regulation (most remaining transcriptionally silent/unchanged; fig. S8B), suggesting that the TE response to 5-azacytidine is a direct consequence of 5mC loss. We further validated this observation by dividing *Amoebidium* genes according to their promoter methylation level in untreated conditions. Genes that normally present unmethylated promoters had a mixed transcriptional response to DNA methylation removal suggestive of indirect effects, whereas genes with hypermethylated promoters were almost exclusively up-regulated upon 5-azacytidine treatment (Fig. 3B). Thus, 5mC is a silencing mark in *Amoebidium* sufficient to repress methylated genes.

When inspecting giant virus and adintovirus endogenized genes, we saw a consistent transcriptional reactivation upon methylation removal. Seven hundred thirty-seven genes encoded in GEVEs (26%) were transcriptionally reactivated (Fig. 3C), with the majority of them being the JmjC genes, but also many genes involved in gene regulation (fig. S8C). Similarly, 144 adintovirus genes were reactivated upon demethylation (32%). However, we did not observe formation of viral particles through microscopy, and consistently, we did not see transcriptional reactivation of capsid proteins. This suggests that viral formation would require extra genes that might have been purged or have accumulated critical mutations since the insertion occurred. Alternatively, posttranscriptional silencing mechanisms could stop the formation of mature viral particles. In sum, direct manipulation of the host methylome demonstrates that 5mC is instrumental for silencing and minimizing the consequence of viral DNA acquisition.

### Giant virus endogenization is polymorphic and highly dynamic in *Amoebidium*

Maintaining a substantial quantity of potentially harmful viral DNA in the *Amoebidium* genome may serve as an adaptive mechanism with important roles. Conversely, it could also represent a passive outcome facilitated by epigenetic silencing. To assess these hypotheses, we set out to compare genetically distinct *Amoebidium* isolates from our reference genome. 

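RNA from 6 isolates was sequenced, 1 library per isolate with an input of 1000 ng by Table S3 and 200 ng by the sample labels, so no value of an isolate has a replicate. Isolates are named here as in the sample labels. Isolate9181, Isolate9183, Isolate9255 and Isolate9256 are *A. appalachense*, and Isolate9182 and Isolate9257 are *A. parasiticum*. The authors assembled the reads of each library with Trinity in its strand-specific mode and deposited the contigs without read counts, so the depth behind a contig is unknown. The *A. appalachense* assemblies hold 57706 contigs for Isolate9181, 87681 for Isolate9183, 63095 for Isolate9255 and 62581 for Isolate9256, and the *A. parasiticum* assemblies hold 87789 for Isolate9182 and 79519 for Isolate9257. The N50 of the contigs ranged from 1058 bases in Isolate9257 to 1712 bases in Isolate9255. Nuclear small subunit rRNA contigs were found by a pair of conserved motifs, up to 1 mismatch in each, and aligned between isolates with BLASTn. To compare many loci, the longest isoform of each Trinity gene with at least 1000 bases was searched against every other isolate with megablast, and reciprocal best hits aligned over at least 500 bases were kept. Their number lay between 6599 and 10545 per pair of isolates.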

We first obtained the transcriptome of six isolates, four belonging to *A. appalachense* and two to *A. parasiticum*. 

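Small subunit rRNA contigs of Isolate9181 and Isolate9255 were identical over 6863 aligned columns, which extend beyond the small subunit gene, and those of Isolate9255 and Isolate9256 over 6790 columns. Isolate9181 and Isolate9256 had 2 gaps and no mismatch over 6838 columns, an identity of 99.97%, and with the longest contig of each isolate Isolate9181 had 3 gaps to Isolate9255 and 5 to Isolate9256, again without mismatch. Isolate9183 was 99.78% identical to Isolate9181 (95% Wilson interval 99.64 to 99.87%, covering the number of columns only), and from motif to motif it differed from Isolate9181, Isolate9255 and Isolate9256 at 1 of 1080 columns. The contig of Isolate9182 was 97.08% identical to Isolate9181 over 6517 columns, with 131 mismatches and 59 gaps, and 99.44% identical from motif to motif, with 5 mismatches and 1 gap over 1081 columns. In Isolate9257, the contigs with both motifs were 93.67% identical to Isolate9182 over 2387 columns (95% Wilson interval 92.63 to 94.58%) and 98.06% from motif to motif. Another contig of the same Trinity gene of Isolate9257, which holds only part of the region, matched Isolate9182 without mismatch over 982 columns. The comparisons from motif to motif and with any contig were chosen after the first values were seen. Across the assembled transcripts, the median identity of reciprocal best hits was 100% among Isolate9181, Isolate9255 and Isolate9256, with 71.0 to 71.6% of the pairs identical along the alignment. Isolate9183 had a median identity of 99.27 to 99.28% to these 3 isolates, with 0.6% of the pairs identical. Isolate9182 and Isolate9257 had a median identity of 96.39%, with quartiles of 94.79 and 97.48%. Between the species the medians lay between 84.41 and 84.60%, below the lower quartile of every pair within a species. The alternative that moved a median most, by 0.76 points, was a word size of 28 in the search, between isolates of different species. Mitochondrial 16*S* contigs were not told apart from other small subunit rRNA contigs here. The reference strain, which the paper's 16*S* tree includes, was not compared either. These identities therefore do not show which isolates diverge from the reference.

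**Figure D1:**
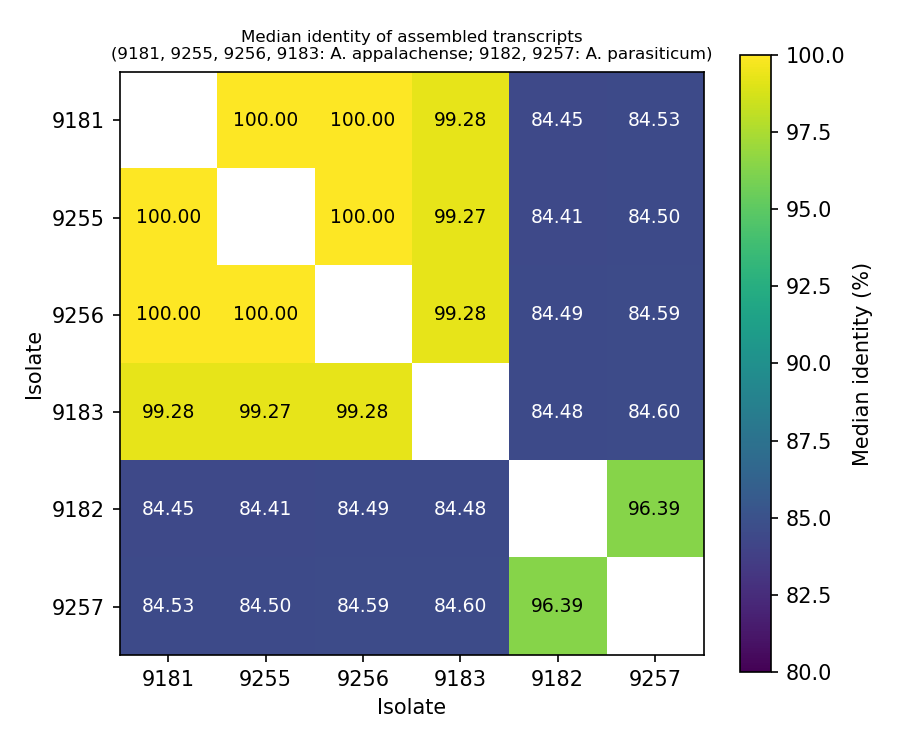
Median percent identity of reciprocal best hits between the assembled transcripts of each pair of isolates (both axes, isolate numbers; color, percent identity on a scale from 80 to 100%). Isolate9181, Isolate9255 and Isolate9256 share a median of 100%, Isolate9183 lies at 99.27 to 99.28% from them, and Isolate9182 and Isolate9257 lie at 96.39% from each other.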

Whereas the isolate’s 18*S* sequences were identical at the species level (fig. S9A), the rapidly divergent mitochondrial 16*S* revealed four clades, including a slightly divergent *A. appalachense* lineage (Fig. 4A). We selected a member of the divergent *A. appalachense* lineage (isolate 9181) and one *A. parasiticum* (isolate 9257) for genome sequencing using nanopore long reads. Genome assembly size varied across isolates (Fig. 4A), yet annotation qualities and nanopore-assessed 5mC levels were consistent (fig. S9B).

**Fig. 4.**
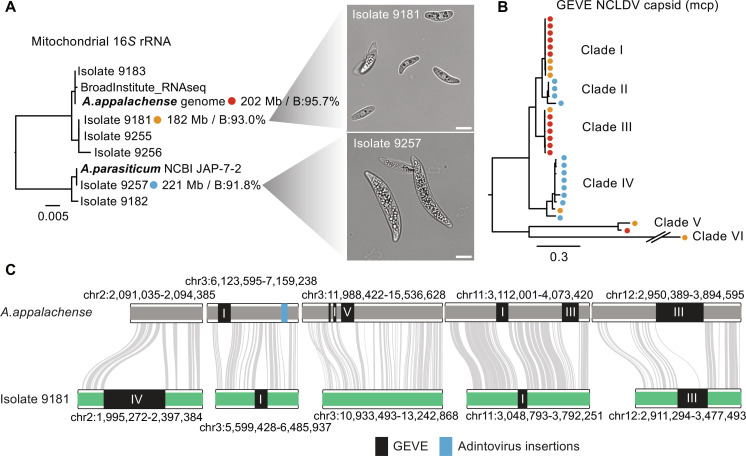
*Amoebidium* isolates display rapid turnover of viral endogenization events. (**A**) Maximum likelihood phylogenetic tree displaying the mitochondrial 16*S* phylogeny of *Amoebidium* isolates. The reference genome (red), isolate 9181 (orange), and isolate 9257 (blue) display the genome assembly characteristics: size (megabases) and BUSCO completeness (B %). Micrographs display *Amoebidium* isolate cells in culture, with the white bar spanning 10 μm. (**B**) Maximum likelihood phylogeny of NCLDV Major capsid proteins encoded in GEVEs. Dots represent the genome they come from following panel (A) color code. Double slash indicates that the branch has been shortened for display purposes. (**C**) Conserved and polymorphic viral insertions across reference genome and isolate 9181. Gray lines indicate the presence of one-to-one orthologs, whereas dark rectangles indicate viral insertions. Roman numerals indicate the clade of the GEVE according to panel (B) phylogeny.

Annotation of the viral endogenizations in these alternative genotypes revealed a dynamic and diverse history for GEVEs and adintoviruses associated with the *Amoebidium* lineage. Phylogenetic markers such as the major capsid proteins or VLTF3 revealed that at least six separate clades of giant viruses infect these protists, with some clades unique to one isolate (clade II) and others shared by the isolates (clade IV) but absent in the reference genome (Fig. 4B and fig. S9C). Similarly, four adintovirus clades are found across the isolates, with some being shared across all three genomes (fig. S9D). Notably, isolate 9257 shows only 4 adintoviruses compared to the 44 present in the reference genome. This reveals that viral diversity infecting *Amoebidium* is not limited to a single lineage and is often endogenized in an isolate-specific manner.

Since sequence similarity and gene synteny between isolate 9181 and the reference genome remains highly conserved (fig. S9E), we used this to assess the ancestral nature of endogenization events. Despite their close phylogenetic relationship, only a minority of endogenization events were shared across the isolates, with most featuring polymorphic insertions amidst synteny blocks (Fig. 4C). Giant viruses are not known to require integration into the host genome during their infectious cycles (*14*); this process appears to be stochastic, potentially occurring during unsuccessful infections and at various chromosome positions. Additionally, it underscores the dynamic nature of integration, which the host tolerates through multiple cycles, with most endogenized elements being quickly eliminated after insertion.

## DISCUSSION

Here, we show how a unicellular eukaryote closely related to animals undergoes a recurrent process of mixing its genome with that of its giant virus predators. This foreign DNA is curbed by 5mC silencing, allowing for survival after these potentially lethal events. We propose that epigenetic silencing greatly reduces the lethality of these endogenization events. Supporting this general hypothesis, many of the previously described large-scale giant virus endogenizations in eukaryotes, including early land plant lineages, the fungus *Rhizophagus irregularis*, green algae, or the amoebozoan *Acanthamoeba castellanii*, coincide with species that have retained 5mC as a silencing mechanism (Fig. 5) (*19*–*21*, *65*, *66*). Plants that are not dependent on water for reproduction (Spermatophyta) or germline-segregating animals are likely protected from giant virus endogenization events despite carrying silencing mechanisms (*20*), yet chromosome-scale genomes and directed searches might reveal exceptions to this rule. It is also possible that some eukaryotic lifestyles might make some species less likely to be infected by giant viruses, such as that of internal parasites, or that extreme genome compaction requirements make endogenizations unlikely to be fixed in a population, such as in prasinophytes. Giant viruses infect all kinds of eukaryotic groups, including species with and without DNMTs. However, eukaryotes that have secondarily lost 5mC silencing, as exemplified by most of the available unicellular holozoan genomes, rarely present large giant viral DNA insertions. Notably, most eukaryotic clades have genes derived from giant viruses (*13*), or insertions of double-stranded medium size DNA viruses like polinton-like/virophages (*63*), suggesting that infection and endogenization are widespread, but the retention of these insertions is uneven across lineages. It is likely that other silencing mechanisms other than 5mC, such as histone modifications (e.g., H3K27me3 or H3K9me3) or small interfering RNAs (siRNAs), can be used for silencing GEVEs, as exemplified by H3K79me2 in the brown algae *Ectocarpus siliculosus* GEVE (*67*–*69*), a species that lacks DNMTs and 5mC. Yet, possibly the cost of integrating large amounts of viral DNA in epigenetically unprotected species is coped with by extremely rapid purging or takeover by uninfected conspecific cells.

**Fig. 5.**
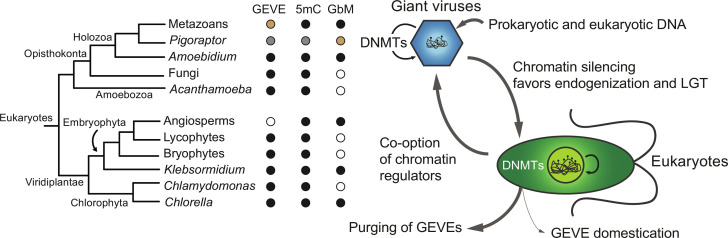
Giant virus endogenization events correlate with the presence of 5mC in eukaryotes. Cladogram representing the lineages where large GEVEs have been described in the literature, and for which 5mC and gene body methylation pattern (GbM) presence has been reported. Dark dots indicate presence, white dots indicate absence, gray dots indicate that it is highly likely (due to the presence of DNMT1/3), and brown dots indicate lack of data/studies. Schematic of the lateral gene transfers (LGT) from giant viruses to eukaryotes, and vice versa, mediated by chromatin regulatory mechanisms. DNMTs mediate DNA methyl marks shown as lollipops.

The 5mC patterns in *Amoebidium* also suggest that gene body methylation predates animal origins. Although this would potentially support the hypothesis that gene body methylation was present in the ancestor of eukaryotes (*39*), this pattern is very sparsely distributed (Fig. 5). Among chlorophytes, only *Chlorella variabilis* has a pattern similar to that of *Amoebidium* (*39*), while absent in *Chlamydomonas* and Prasinophytes (*5*, *40*). Spermatophytes [angiosperms (*70*), conifers (*71*), and ferns (*72*)] show gene body methylation, whereas liverworts and mosses generally lack it (*39*, *73*, *74*). In contrast, the more basally branching streptophyte *Klebsormidium nitens* shows gene body methylation (*65*), albeit in a pattern quite divergent to land plants, which could suggest independent origins of gene body methylation in these lineages. *Amoebidium*, *Chlorella* (*75*), and *Klebsormidium* (*65*) present giant virus endogenization events, which suggests that gene body methylation might arise as a convergent response or by-product to recurrent infections and expansion of parasitic DNA (*70*), perhaps avoiding intra-genic elements hijacking transcription from the host genes (*76*). In particular, *Amoebidium* encodes DNMT3 and an animal-like DNMT1, which could support that gene body methylation across holozoans is homologous and deposited by orthologous DNMTs. In the future, if 5mC data can be obtained from *Pigoraptor* species, it will help to elucidate if *Amoebidium* represents a case of convergent evolution of gene body methylation or this is ancestral to holozoans. With available data, the link with gene body and transcription appears an animal innovation, enabled through the acquisition of PWWP and ADD domains in animal DNMT3 orthologs, starting a feedback loop with histone modifications such as H3K36me2/3 (*77*–*79*). Regulation of host gene transcription in multicellular animals might have restricted and weakened the role of 5mC in TE silencing, suggested by its absence across many invertebrate genomes (*1*, *2*).

Giant viruses emerged before the origins of modern eukaryotes (*16*), and chromatin silencing mechanisms such as 5mC or histone modifications were present in the Last Eukaryotic Common Ancestor (*1*, *9*, *55*). Thus, these patterns of frequent giant virus endogenization that we observe in modern eukaryotes must have been constant during the whole history of the lineage. Although domestication of giant virus–derived genes might be rare, we can see examples of this occurring throughout the tree of life (*13*, *80*, *81*). It is worth highlighting that despite giant virus–derived genes being widespread, their domestication potential is harder to assess, given the difficulty to test their roles and expression across divergent protist species. Thus, giant viruses, whose genetic material is itself a composite of various origins (*82*–*84*), serve as a source of genetic novelty via lateral gene transfer across eukaryotes (Fig. 5). Unlike plasmids or other forms of bacterial lateral gene transfer mechanisms, giant viruses are a dangerous vessel for genetic interchange; thus, chromatin silencing mechanisms are probably required for a stepwise acquisition of foreign DNA. In turn, the host chromatin protection is likely counteracted by giant viruses, as exemplified by the histone demethylases present in *Amoebidium* GEVEs, or other examples of chromatin modifiers reported in giant virus genomes (*55*). Similarly, the presence of DNMTs in GEVEs, and the capacity of giant viruses to modify their own DNA (*54*), could be a protective response against eukaryotic chromatin, avoiding viral DNA to be recognized as a threat. Chromatin hijacking by giant viruses is a process reminiscent of cases in which TEs have co-opted host chromatin regulators (*48*, *65*, *85*, *86*), highlighting the age-long conflict between eukaryotic chromatin and parasitic DNA. In summary, *Amoebidium* exemplifies the intricate network-like origins of eukaryotic DNA, challenging traditional notions of strict vertical inheritance within the clade.

## MATERIALS AND METHODS

### Cell culture, treatment, and nucleic acid extraction

*Amoebidium* isolates were grown on Brain Heart Infusion (10% BHI, Thermo Fisher Scientific CM1135) liquid medium at 25°C in 25-ml culture flasks. *S. arctica, Creolimax fragrantissima*, and *Chromosphaera perkinsii* were grown in liquid Marine Broth (Difco Marine Broth 2216) at 17°C. Six *Amoebidium* alternative isolates were obtained from the ARS Collection of Entomopathogenic Fungal Cultures.

DNA methylation drugs 5-azacytidine (ab142744), decitabine (ab120842), and zebularine (ab141264) were dissolved in dimethyl sulfoxide (DMSO). *A. appalachense* was grown with 0 M, 0.1 μM, 1 μM, 10 μM, 100 μM, and 1 mM final concentration of each drug in 2 ml of 10% BHI with 10% DMSO in a 12-well plate, and effects were tracked daily for 5 days. Only 100 μM and 1 mM 5-azacytidine showed a growth phenotype. *A. appalachense* DNA and RNA were extracted from cultures grown for 3 days in 10 ml of 10% BHI with 1% DMSO, and 1% DMSO with 100 μM of their respective drug, in triplicate. 5-Azacytidine (12 nmol) in 120 μl of DMSO was spread over 12-ml agar plates of BHI (*A. appalachense*) and Marine Broth (*S. arctica*, *C. fragrantissima*, *C. perkinsii*), and dilution assays for growth were done for all four ichthyosporean species using 1×, 10×, 100×, 1000×, and 10,000× serial dilutions of saturated culture.

The developmental cell cycle of *A. appalachense* was determined using a combination of live and fixed-cell microscopy using a fully motorized Nikon Ti2-E epifluorescence inverted microscope equipped with a hardware autofocus PFS4 system, a Lumencor SOLA SMII illumination system, and a Hamamatsu ORCA-spark Digital CMOS camera. CFI Plan Fluor 20×, 0.50 NA (numerical aperture), CFI Plan Fluor 40× Air, and CFI Plan Fluor 60× Oil, 0.5 to 1.25 NA objectives were used for imaging. For live-cell microscopy, a 25-day-old culture was diluted 1:250 and imaged with bright field every 15 min for 72 hours at a controlled temperature of 23°C in 600-μl wells using a cooling/heating P Lab-Tek S1 insert (Pecon GmbH) with Lauda Loop 100 circulating water bath. We examined 120 videos counting events of spontaneous cell death, cellularization, and cell release, and the number of released spores per colony (total 703 cells tracked; table S1). For fluorescent microscopy, samples were fixed in 4% formaldehyde, washed with phosphate-buffered saline (PBS), and stained with phalloidin and Hoechst to visualize and count actin and nuclei, respectively, every 4 to 5 hours over 72 hours. RNA and DNA were obtained for representative stages of the life cycle: 5 hours after inoculation (unicell—uninucleated), 14 hours (coenocyte), 20 hours (cellularization), 33 hours (cell release).

DNA for *A. appalachense* genome sequencing was extracted using liquid nitrogen grinding and Qiagen MagAttract HMW DNA Kit & QIAGEN Genomic-tip 20/G (10223), and for *A. appalachense*, *S. arctica*, *C. perkinsii*, and *C. fragrantissima* Enzymatic Methyl-seq samples, we used NEB Monarch Genomic DNA Purification Kit. DNA for *Amoebidium* isolates 9181 and 9257 was extracted with phenol chloroform extraction and further purification with NEB Monarch Genomic DNA Purification Kit. RNA for all samples was extracted using nitrogen grinding and Monarch Total RNA Miniprep Kit.

### Micro-C library preparation

*A. appalachense* cells grown for 7 days were crosslinked for 10 min with 1% formaldehyde under vacuum conditions in a desiccator. The reaction was quenched with 128 mM glycine for 5 min under vacuum, followed by an additional incubation on ice for 15 min. Crosslinked cells were washed twice and subsequently resuspended in a ^1^/_10_ PBS solution. Coenocytic cell walls were disrupted by glass bead beating for 5 min followed by a second crosslinking step with 3 mM DSG (disuccinimidyl glutarate) for 40 min at room temperature.

Micro-C libraries were prepared as described (*87*) with the following modifications. In-nuclei chromatin digestion to achieve 80% monomer/20% oligomer nucleosome ratio was performed with 100 U of MNase (Takara Bio, 2910a) per 4 M nuclei for 10 min. The digested chromatin ends were repaired and labeled with biotinylated nucleotides. Before proximity ligation, the digested chromatin was released from nuclei and permeabilized coenocytes by glass bead beating for 10 min. Next, proximal nucleosomes were ligated together, and unligated ends were treated with Exonuclease III (NEB, M0206) to remove biotin-dNTPs (Deoxynucleotide Triphosphates). The chromatin was then decrosslinked and deproteinized, and ligated DNA fragments were captured with Dynabeads MyOne Streptavidin (Life Technologies, 65602). Libraries were barcoded using the NEBNext End repair/dA-tailing mix (NEB, E7546) and NEBNext Ultra II Ligation Module (NEB, E7595S). The final amplified libraries, comprising three biological replicates, were sequenced with NextSeq500 in paired-end format with a read length 42 bases per mate, obtaining a total of 131,547,803 sequenced reads.

### Genome sequencing and assembly

High molecular weight genomic DNA from *A. appalachense* was ligated with the Nanopore SQK-LSK110 ligation kit and sequenced in Promethion R9 flowcells. Since pore clogging occurred quickly, we performed short sequencing runs followed by flowcell cleanup steps, and reloading of fresh library in intervals, requiring three flowcells. In parallel, a library of paired-end short reads was generated with the TruSeq kit and sequenced with an Illumina HiSeq2500. Nanopore reads were basecalled using the “sup” model with Guppy (v6.2.1) and assembled with Flye (v2.9-b1768) with the “--nanopore_hq” parameter and two rounds of polishing (*88*). The resulting genome was further polished with the short reads with Pilon (*89*) for two rounds, using BUSCO score (-m genome, v5) (*90*) to validate improvements, obtaining a contig level N50 of 1.8 Mb. Micro-C data were mapped on the genome using Juicer (v1.6) (*91*) with the -p assembly option. The 3D-DNA pipeline (*92*), using the proximity ligation data, was used to scaffold the genome with -r3 -editor-repeat-coverage 10. Final manual curation in the Juicebox Assembly Tool (*93*) resulted in 18 chromosomes. The genome was then polished using Medaka with the original nanopore reads.

For the isolates 9181 and 9257, we ligated the DNA using Nanopore SQK-LSK114 ligation kit and sequenced following the same strategy but using PromethIon R10 flowcells (table S2). Contig-level assembly was obtained using Flye with Guppy “sup” base called reads as above. Medaka polishing was discarded as it decreased BUSCO score. Then, D-GENIES was used to visualize the synteny with the reference genome (*94*). RagTag scaffolding using the reference genome was performed for both isolate contigs (*95*), yet only 9181 was kept as 98% of the sequence were placed into chromosomes, whereas 9257 only got 54%, rendering the scaffolding unreliable. Extra scaffolding using P_RNA_scaffolder (*96*) was performed for 9257 using its transcriptomic data to further increase contiguity, and validated through BUSCO improvement criteria.

### Genome annotation

We generated a de novo RepeatModeler2 (*97*) annotation with the LTR module to characterize *A. appalachense* repeat landscape. This was then mapped to the genome using RepeatMasker. In parallel, publicly available deep coverage RNA-seq from *A. appalachense* (SRR545192) was mapped to the genome using HISAT2 with the–dta parameter, and Stringtie for reference based transcriptome assembly (*98*). The resulting bam was processed with Portcullis to generate a list of high-quality intron junctions (*99*). In parallel, de novo Trinity assembly of the SRR545192 reads was mapped using gmap to the genome (*100*). The combination of introns, Stringtie, and Trinity mappings was fed to Mikado to choose the best collection of transcripts based on the UniProt Sprot database. The best transcripts were used to train Augustus model for *Amoebidium* (*101*). To inform Augustus annotation, we mapped protein alignments against the genome using MetaEuk (*102*), using closely related high-quality ichthyosporean genomes as query, obtaining coding sequence hints. Portcullis introns and Mikado exons were also introduced as hints for Augustus genome annotation. The resulting Augustus annotation was then updated using PASA with the Mikado transcripts, fixing broken gene models and adding untranslated regions. Annotation was visually inspected in the IGV genome browser. Functional annotation was obtained using hmmscan with Pfam-A database (*103*) and the eggNOG-mapper server (*104*).

To annotate the alternative isolate genomes, the same process was followed, using the reference annotation for the MetaEuk CDS hints, and the pre-trained *Amoebidium* Augustus model. All annotations were evaluated using BUSCO v5 with eukaryota_odb10 database.

### Transcriptome sequencing, assembly, and analysis

We used 50 to 1000 ng of RNA from treated samples, developmental time points, and isolates to build mRNA-seq libraries (see table S3 for details), first enriching for poly-A transcripts with the NEB Magnetic mRNA Isolation Kit S1550S, and then building the libraries with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (E7760L) according to manufacturer’s instructions. Short-read Illumina reads were obtained with NovaSeq6000. De novo transcriptome assemblies were obtained with Trinity (strand-specific) for the isolates. The Trinity assemblies were searched for 18*S* and 16*S* sequences using BLASTn with NCBI query sequences.

Drug treatment and developmental samples were mapped against the annotation using Kallisto to obtain TPMs (*105*). To perform differential expression analysis of TEs and protein-coding genes, we used HISAT2 with the TElocal pipeline (*106*), obtaining gene counts that were then analyzed in DEseq2 (*107*). Only intergenic TEs above 500 base pairs (bp) were kept for the analysis. *Sphaeroforma* treatment samples were done in the same way and mapped to the latest version of the genome (*108*).

### Methylome sequencing and analysis

We sonicated genomic DNA from *A. appalachense* (control, developmental time points, DMSO/5-azacytidine treated), *S. arctica, C. perkinsii,* and *C. fragrantissima*, spiked with phage lambda DNA and methylated pUC19 controls, to obtain 300-bp fragments with Covaris M220. Then, we used the NEB Enzymatic Methyl-Kit to convert all the unmethylated Cs into Ts as described in the manufacturer’s instructions (*109*). These libraries were then sequenced in Illumina NovaSeq6000 to various coverages (table S4). The reads were then mapped with fastp and mapped to the reference genomes (*29*, *108*, *110*) using BS-Seeker2 backed with bowtie2 (*111*). Sambamba was used to remove polymerase chain reaction (PCR) duplicates, and CGmapTools was used to obtain the methyl calls (*112*). These files were processed in R using the bsseq package, and bigwig tracks using the BedGraphToBigWig UCSC utility.

In parallel, nanopore reads were basecalled and mapped for base modifications using the Guppy dna_r9.4.1_450bps_modbases_5mc_cg_sup_prom.cfg and dna_r10.4.1_e8.2_400bps_modbases_5mc_cg_sup_prom.cfg models. The resulting read alignments were processed with modbam2bed the --cpg -e -m 5mC parameters. These bed files were also processed in R using the bsseq package.

### Giant virus identification and phylogenetic analysis

Visual inspection of hypermethylated blocks revealed core giant virus genes in unusual gene architecture patterns. To validate these potential claims, we used ViralRecall (*44*) that flagged just a few of these sequences as potential giant virus endogenization events. However, we observed that many events were not captured by that software, so we manually inspected the genome to obtain the longest potential inserts, filtering out TEs inserted within the viral region. We searched those consensus sequences against the genome using BLASTn to obtain all potential regions of homology to giant viruses. Another round of manual inspection of all chromosomes using non-CGC/GCG methylation blocks as boundary demarcation was used to delimit integration sites. The same process was used for adintoviruses and Plavaka giant repeats. We ran ViralRecall on the genomes of other ichthyosporeans (*C. fragrantissima*, *S. arctica*, *Ichthyophonus hoferi*, *C. perkinsii*, *Abeoforma whisleri*, *Pirum gemmata*) (*29*, *110*), *Corallochytrium limacisporum*, the filasterean *Capsaspora owczarzaki* (*113*), and the choanoflagellates *Monosiga brevicollis* and *Salpingoeca rosetta* (*114*, *115*), and we did not obtain any reliable hit on this collection of holozoan genomes (table S5).

Hmmsearch was used to identify core viral genes, DNMTs (PF00145), and JmjC (PF02373)–containing proteins. DNMTs and core NCLDV genes were searched in a large collection of holozoan genomes and transcriptomes, including 22 choanoflagellates (*31*, *116*), 4 filastereans (*35*), 7 ichthyosporeans, and *C. limacisporum* (see table S5). The obtained genes were included to sequences from reference databases (*42*, *45*, *55*) and aligned using MAFFT in lins-i mode (*117*). Alignments were trimmed using TrimAL with the -gappyout mode (*118*). The resulting alignments were fed into IQ-TREE 2 with automatic model testing to build maximum likelihood phylogenetic trees using altr and uboot as nodal support measures (*119*). Adintovirus minor and major capsid proteins were annotated with HHpred against PDB_mmCIF70 database.

Comparative genomics among giant virus insertions (used as independent taxa) or across the isolate genomes was performed using OrthoFinder with DIAMOND as a search engine (*120*).

# Supplementary material for: DNA methylation enables recurrent endogenization of giant viruses in an animal relative
**Source:** Sci Adv. 2024 Jul 12;10(28):eado6406. doi: 10.1126/sciadv.ado6406
**Supplement:** Supplementary file 1 — Figs. S1 to S9 Legends for tables S1 to S5

Supplementary Materials for  
**DNA methylation enables recurrent endogenization of giant viruses in an  
animal relative**

Luke A. Sarre *et al.*

*Sci. Adv.* **10**, eado6406 (2024)  
DOI: 10.1126/sciadv.ado6406

**The PDF file includes:**

Figs. S1 to S9  
Legends for tables S1 to S5

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S5

**A**

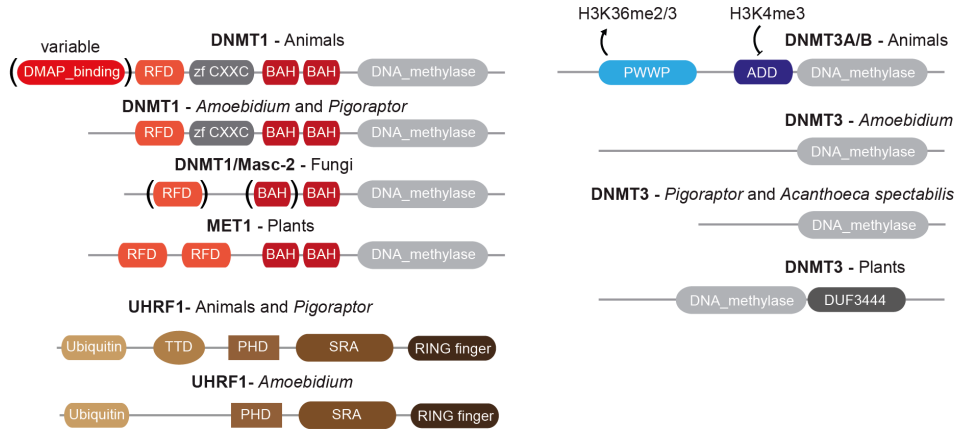

**B** Cytosine DNA methyltransferase phylogeny

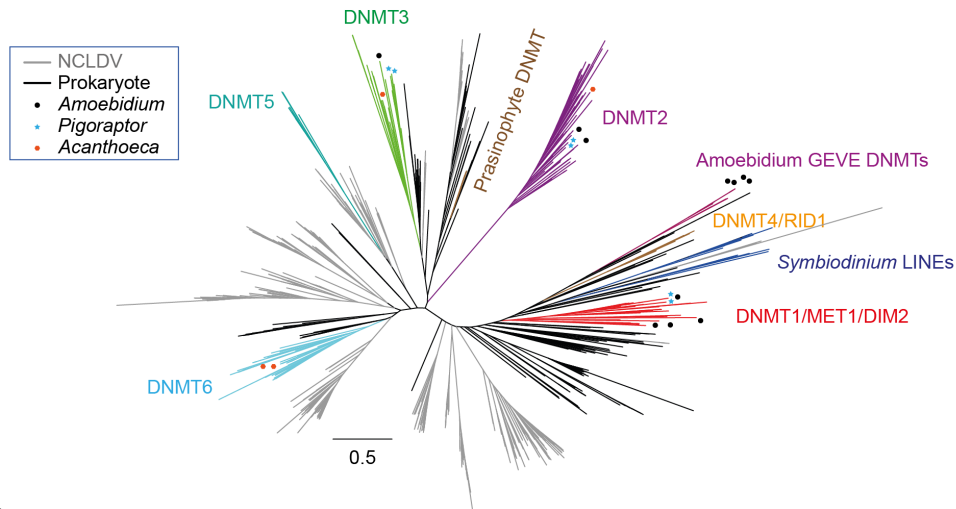

**C** DNMT1/MET1/DIM2 clade phylogeny

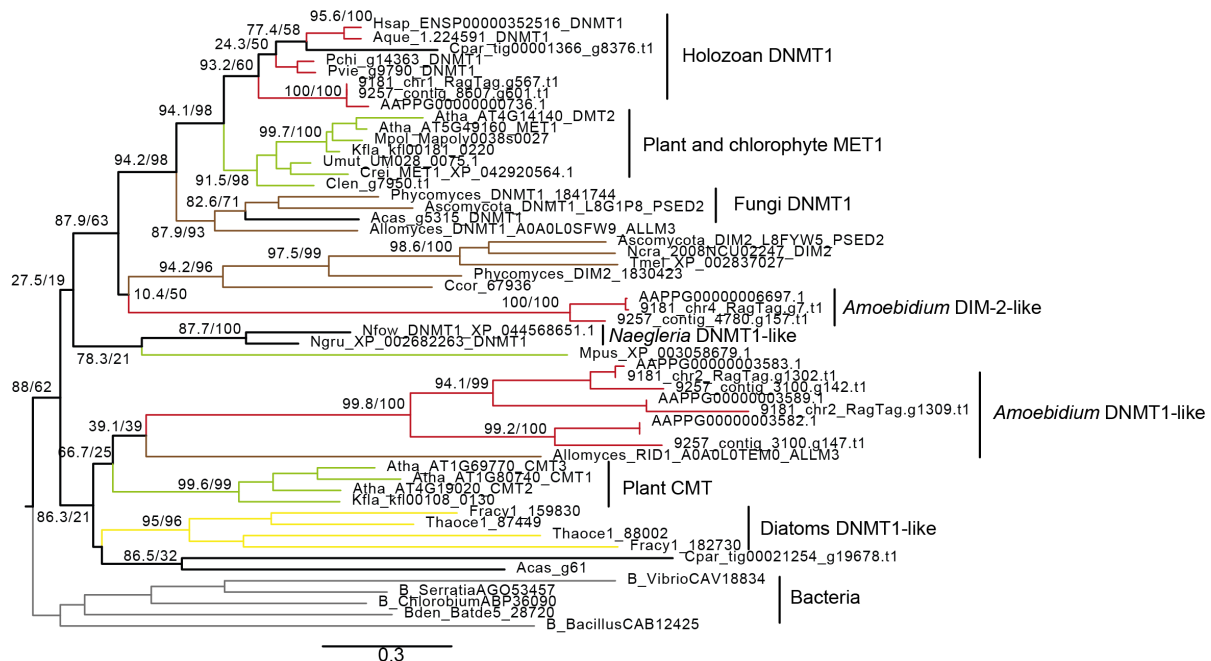

**Fig. S1.**

**Distribution of DNMTs in *Amoebidium*.** (A) Protein domain architectures of DNMT members of DNMT1 and DNMT3 families as well as the UHRF1, the heterodimer of DNMT1, in various eukaryotic groups. Domains are defined by PFAM: DMAP\_binding (PF06464), RFD (PF12047), zf-CXXC (PF02008), BAH (PF01426), DNA\_methylase (PF00145), Ubiquitin (PF00240), Tandem Tudor Domain (TDD, PF12148), PHD (PF00628), SRA (PF02182), PWWP (PF00855), ADD (PF17980). Parenthesis indicates variability in the presence of the domain within the group. Arrows indicate that the PWWP domain of DNMT3A/B orthologues in mammals binds to H3K36me2/3, whereas the ADD domain prevents binding to H3K4me3 marked regions. (B) Maximum-likelihood phylogenetic tree of DNMTs including prokaryotic, eukaryotic and giant virus sequences. Known eukaryotic groups are depicted with colours, and presence of *Amoebidium* sequences are highlighted with a black dot. (C) Maximum-likelihood phylogeny of the clade of DNMT1 and DNMT1-like sequences in eukaryotes, rooted with the closest bacterial sequences. Nodal supports display ALRT and uboot values calculated by IQTREE. The bottom bar indicates substitutions per site. Species IDs: Atha (*Arabidopsis thaliana*), Mpol (*Marchantia polymorpha*), Kfla (*Klebsormidium nitens*), Crei (*Chlamydomonas reinhardtii*), Umut (*Ulva mutabilis*), Clen (*Caulerpa lentillifera*), Hsap (*Homo sapiens*), Aque (*Amphimedon queenslandica*), Cpar (*Cyanophora paradoxa*), Acas (*Acanthamoeba castellanii*), Ncra (*Neurospora crassa*), Tmel (*Tuber melanosporum*), Ccor (*Conidiobolus coronatus*), Fracy (*Fragilariopsis cylindrus*), Thaoce (*Thalassiosira oceanica*), Mpus (*Micromonas pusilla*), Ngru (*Naegleria gruberi*), Nfow (*Naegleria fowleri*), AAPPG/9181/9257 (*Amoebidium* and isolates), Pchi (*Pigoraptor chileana*), Pvie (*Pigoraptor vietnamica*).

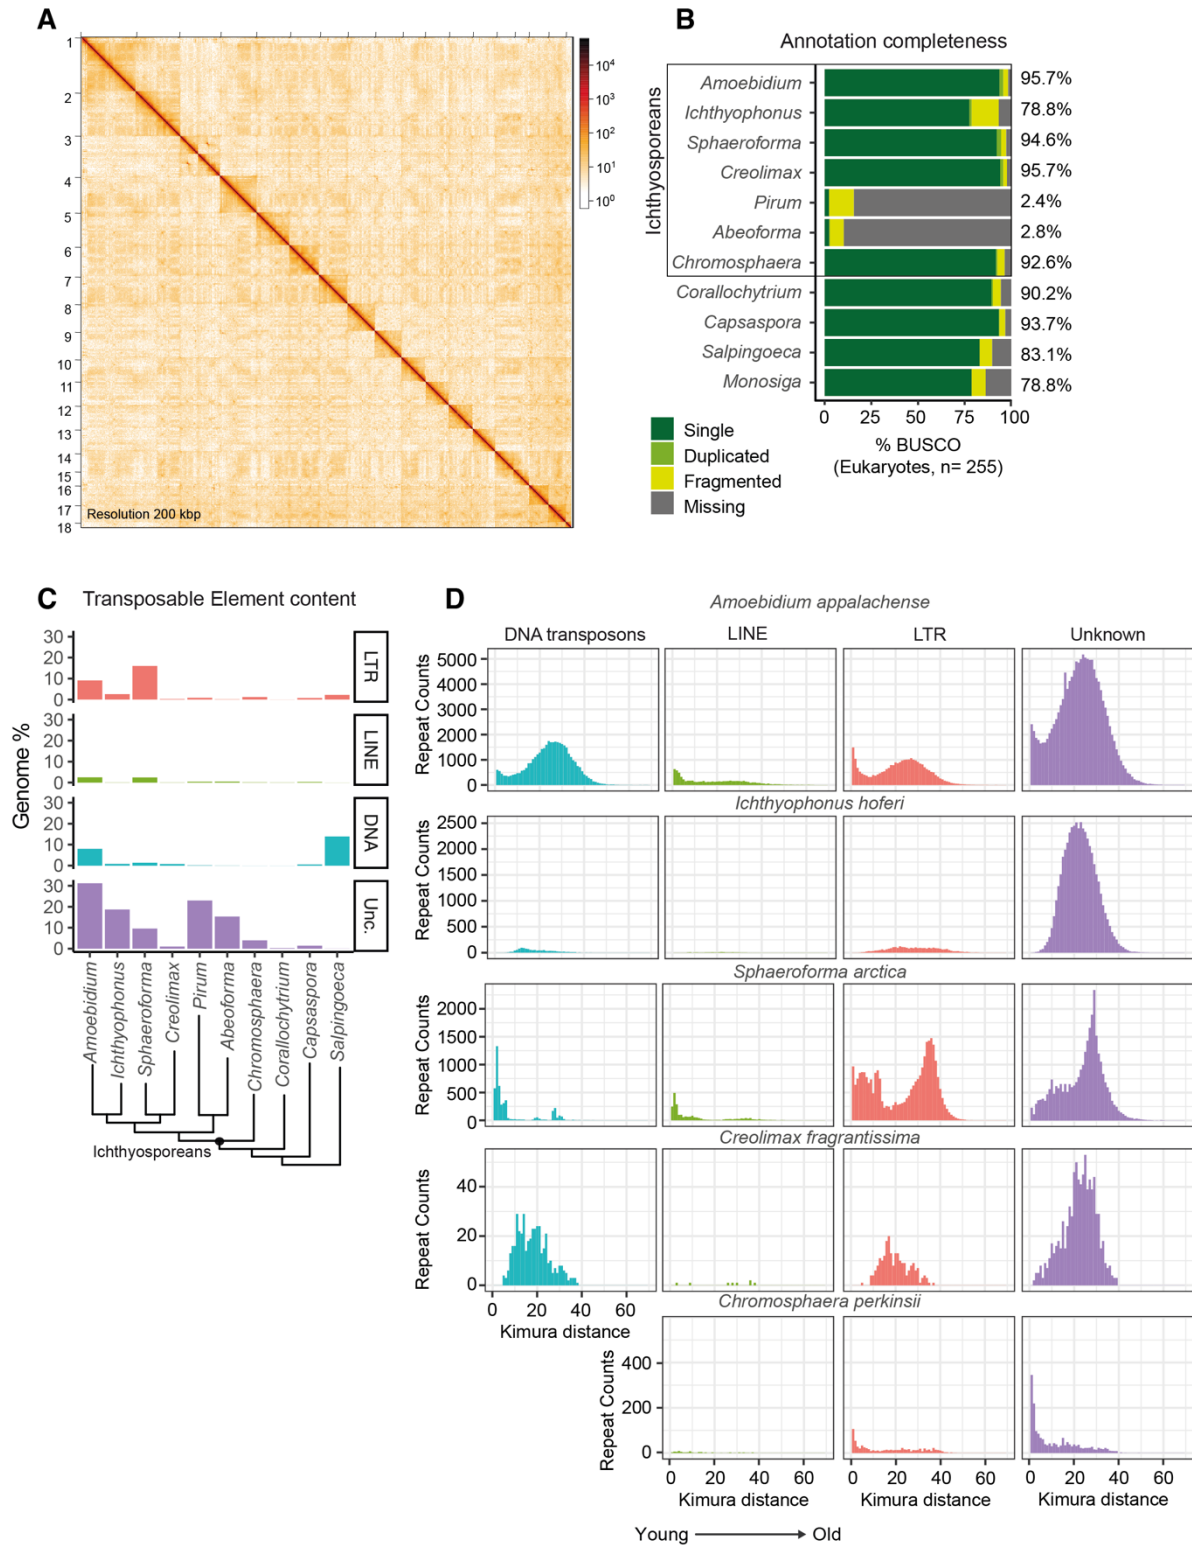

**Fig. S2.**

**Genome assembly, completeness and repeat landscape in *Amoebidium*.** (A) Heatmap representing the micro-C contact map across and within *Amoebidium* chromosomes, with a

window resolution size of 200 kb. **(B)** BUSCO comparison across published unicellular holozoan genomes, with the total BUSCO % (Single + Duplicated %) displayed on the right hand side. **(C)** Major TE type contributions to the genomes of selected unicellular holozoans. TEs annotations have been obtained with RepeatModeler2 and RepeatMasker. LTR stands for long terminal repeat retrotransposons, LINE for non-LTR retrotransposons, DNA for DNA transposons and Unc for Unknown / unclassified repeats. **(D)** Age profile of repeats across high quality ichthyosporean genomes obtained as Kimura distances (not corrected for CpGs).

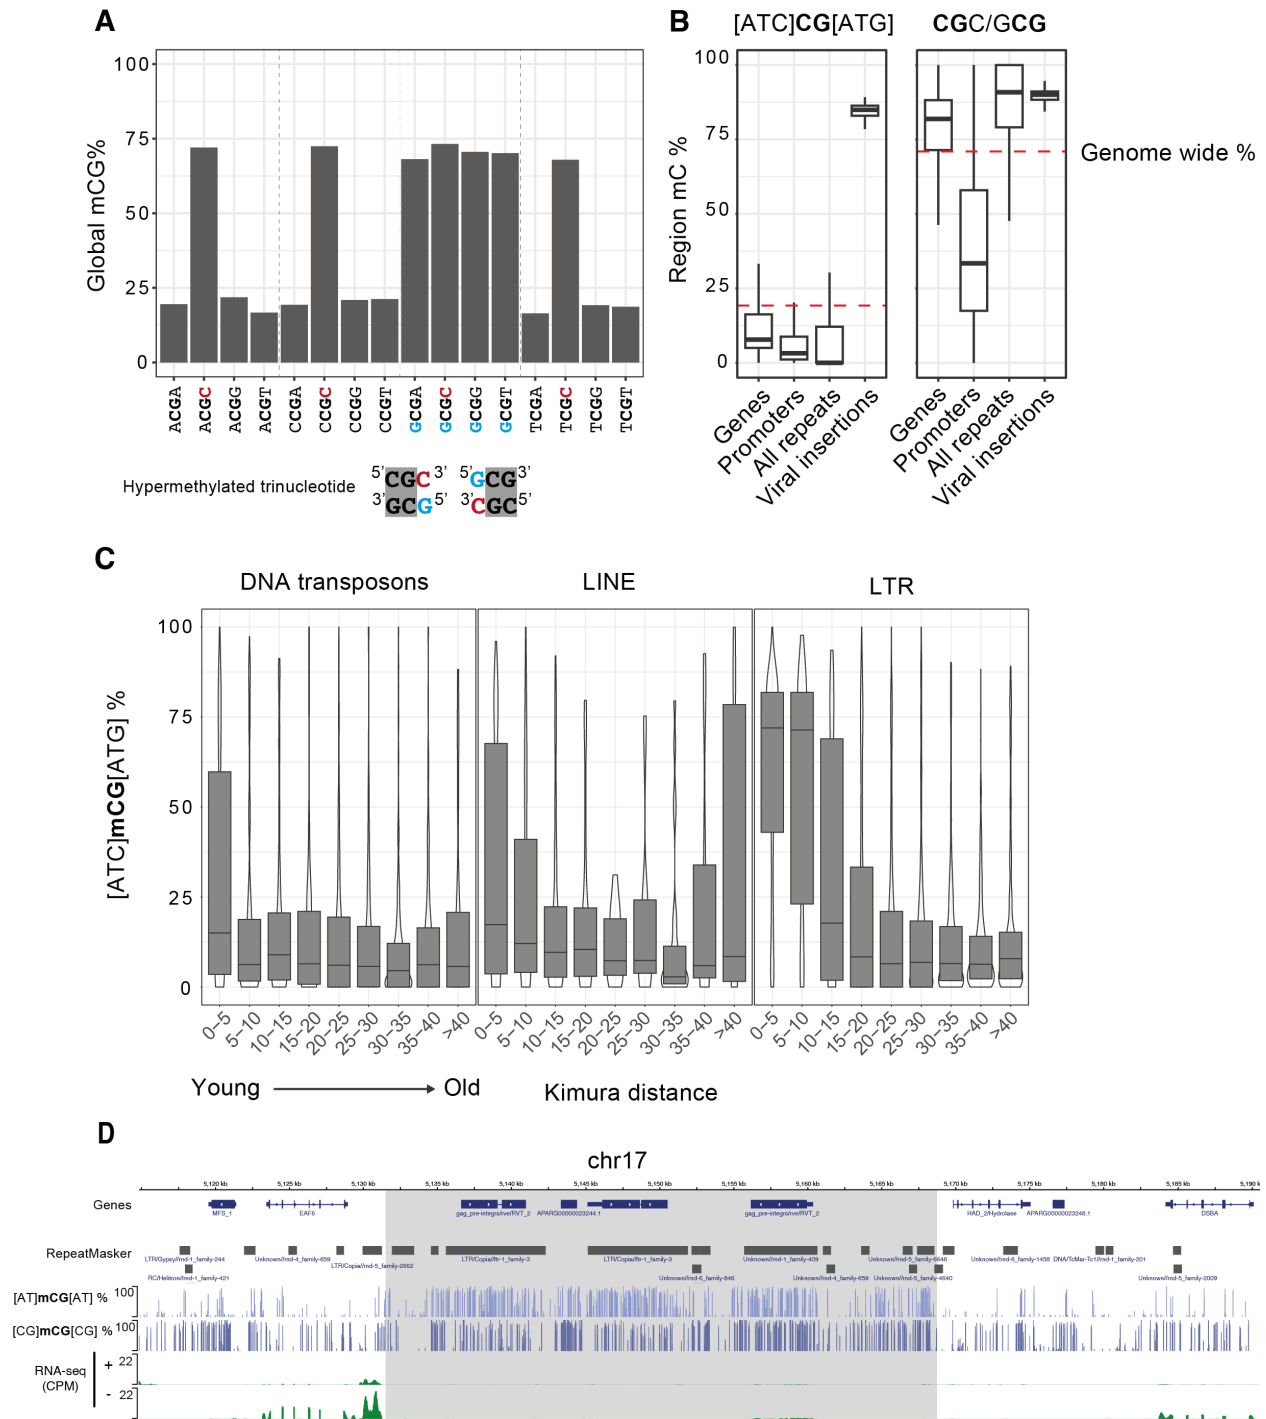

**Fig. S3.**

**Trinucleotide context influences CG methylation distribution in *Amoebidium*.** (A) Genome wide methylation levels on CG dinucleotides surrounded by all possible base compositions measured by Enzymatic Methyl-seq. (B) Regional methylation across genes, promoters, repeats and viral insertions divided by trinucleotide context. (C) non-CGC/GCG methylation distribution on TEs classified by age. TE insertions with Kimura distances spanning 5% differences are shown from left to right. Centre lines in boxplots are the median, box is the interquartile range

(IQR), and whiskers are the first or third quartile  $\pm 1.5 \times$  IQR, outliers not shown. **(D)** Genome browser snapshot of retrotransposons methylated in all CG contexts, and neighbouring genes predominantly displaying CGC/GCG methylation.

**A**

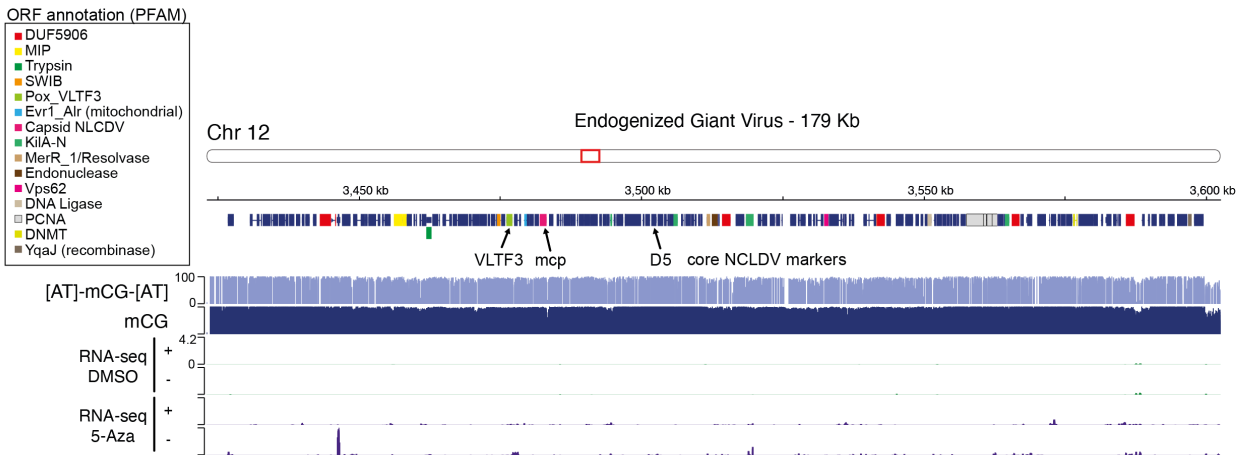

**B**

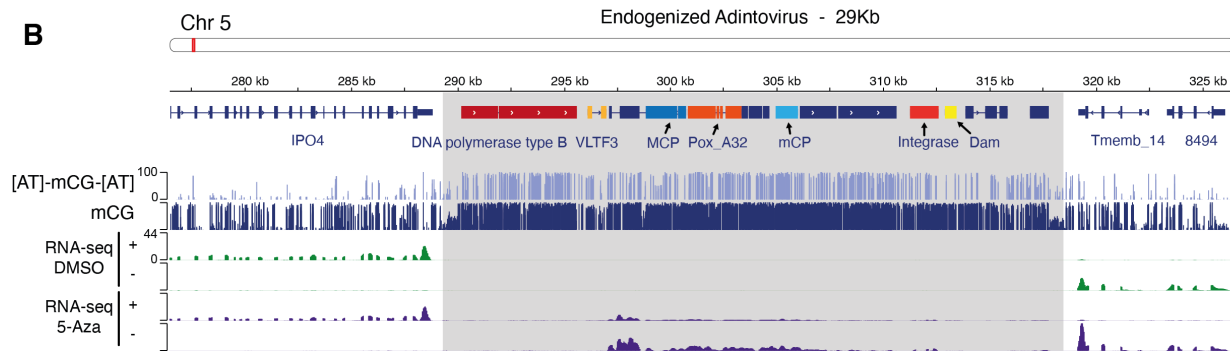

**C**

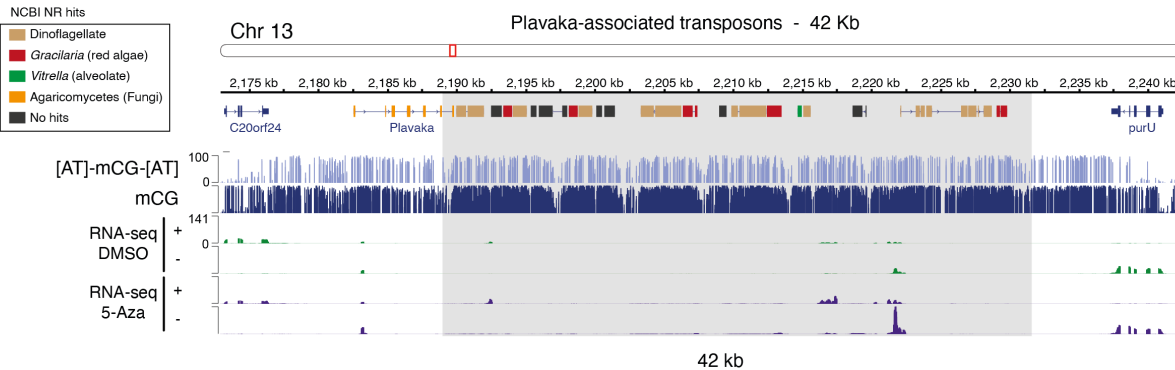

**Fig. S4.**

**The three major types of giant repeats in the *Amoebidium* genome. (A)** Genome browser snapshot of a large GEVE in chromosome 12. Coloured genes highlight various PFAM containing Open Reading Frames. **(B)** Genome snapshot of an Adintovirus insertion spanning 29 kb, flanked by host protein coding genes. mCP: minor capsid protein, MCP: major capsid protein. **(C)** Plavaka-associated giant repeat spanning 42 kb. Genes are colour coded according to the taxonomy of the first hits against the NCBI non-redundant protein database.

**A**

## NCLDV Capsid protein (mcp)

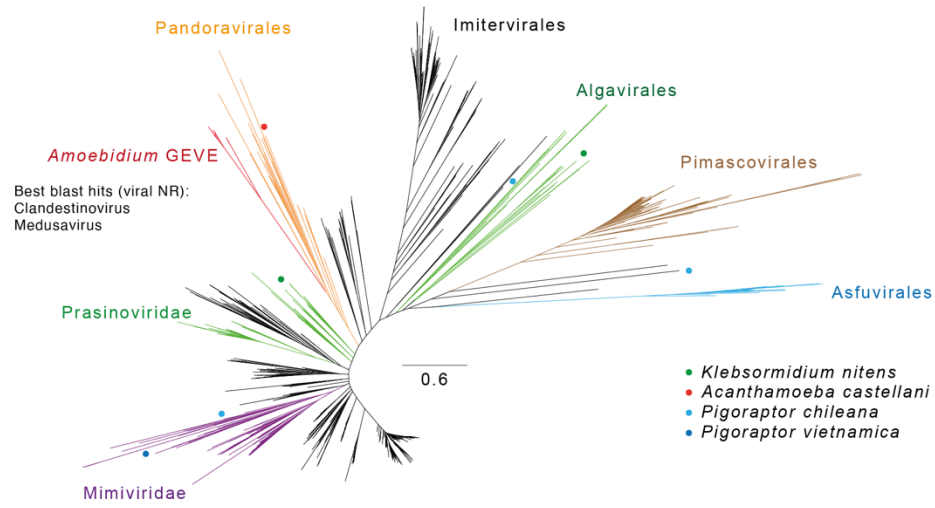**B**

## NCLDV Viral Transcription Factor Like 3 (VLT3)

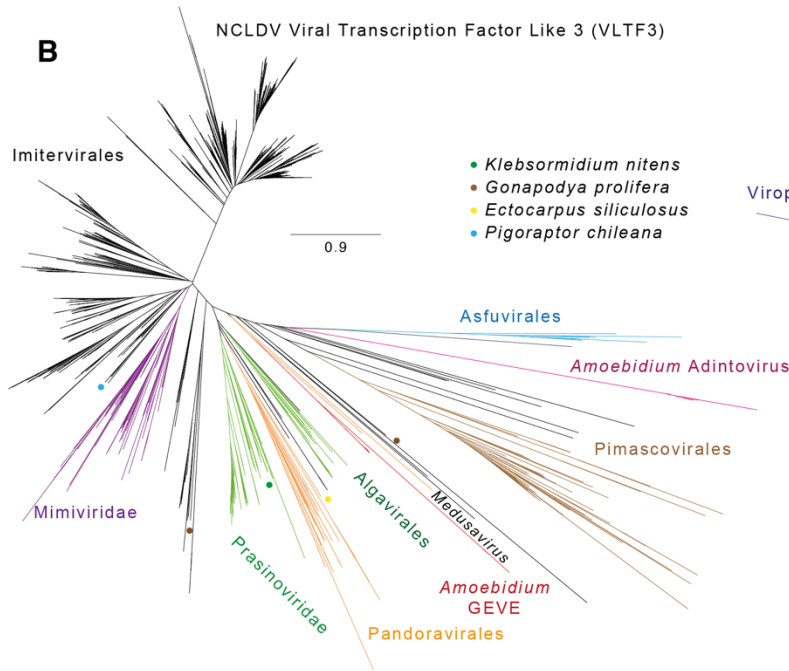**D**

## DNA polymerase type B

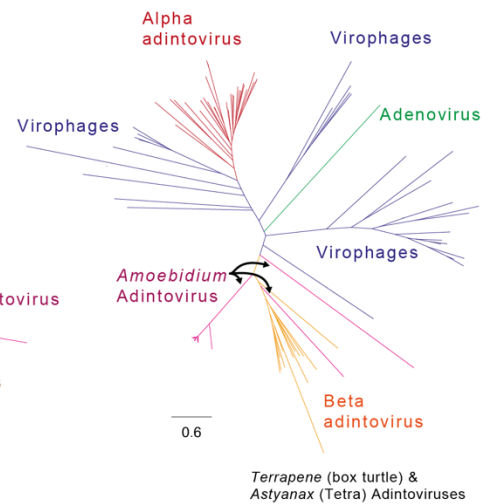**C**

## Amoebidium GEVEs

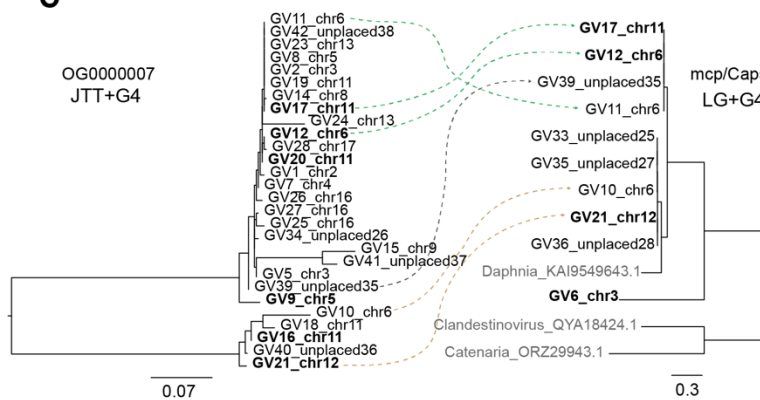**E**

## Adintovirus insertions (&gt;10kb)

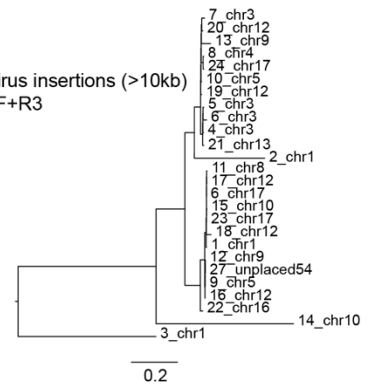

**Fig. S5.**

**Phylogenetic alliances of *Amoebidium* endogenized viruses.** (A) Maximum-likelihood phylogeny of the NCLDV major capsid protein (PF04451) found in the Giant Virus Database, including select GEVEs. *Amoebidium* sequences are found in the red clade embedded in the *Pandoravirales* clade. Potentially endogenized capsid proteins in the filastereans *Pigoraptor chileana/vietnamica*, algae *Klebsormidium nitens* and the amoebozoan *Acanthamoeba castellanni* displayed with coloured dots. (B) Maximum-likelihood phylogeny of the VLTF3 (Pox\_VLTF3, PF04947) genes found in the Giant Virus database and select eukaryotes. *Amoebidium* GEVEs are shown in a red branch sister group to *Pandoravirales*, including *Medusavirus*. *Amoebidium* adintoviruses are shown in purple, no other polinton-like viruses are shown as these do not normally encode VLTF3, which was probably acquired from a giant virus. (C) Amino acid maximum-likelihood phylogeny of a widely distributed Orthogroup (OG000007) across GEVEs, and major capsid proteins with outgroups from panel A. Each GEVE insertion is named as GV[number], and their chromosome of origin. Dotted lines connect insertions that encode both ORFs. (D) Maximum-likelihood phylogeny of DNA polymerase type B ORF from adintoviruses, adenoviruses and virophages from (39). (E) Nucleotide maximum-likelihood phylogeny of full-length adintovirus insertions. These are labelled with numbers reflecting chromosome of origin. Bars depict the substitutions per site in all phylogenetic trees.

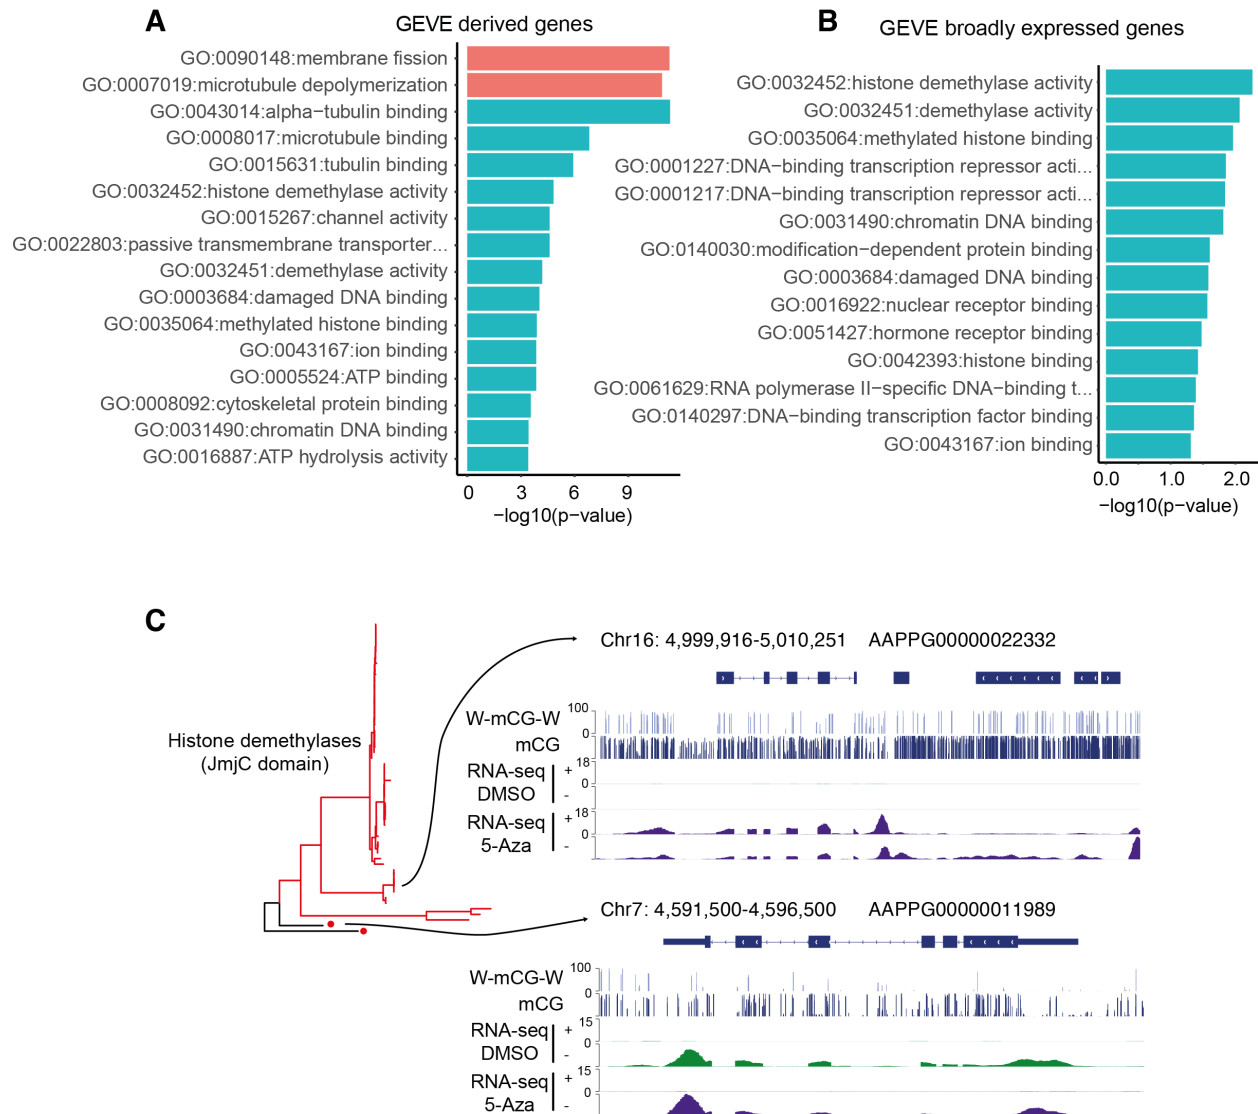

**Fig. S6.**

**Giant virus-derived genes are enriched for histone-demethylase activity.** (A) Gene Ontology enrichment for all genes encoded in GEVEs with the background of all *Amoebidium* genes. Red bars indicate “Biological Process” GO categories, while turquoise bars indicate “Molecular Function” GOs. (B) Gene ontology enrichment of genes encoded in GEVEs that are transcribed in culture conditions (TPM >1). (C) Genome browser snapshots of KDM4-like genes found in GEVEs (chr16, high [ATC]mCG[ATG] methylation) or found as host genes (chr 4, lack of [ATC]mCG[ATG] methylation). RNA-seq tracks are divided per strand (positive or negative) and display control and 5-Azacytidine treatment conditions described in **Fig. 3A**.

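The TPM of the KDM4-like gene found in a GEVE, AAPPG00000022332, were 0.0452, 0 and 0.0341 in the 3 DMSO libraries and 1.13, 2.71 and 1.9 in the 3 libraries treated with 5-azacytidine. The log2 change on the log2(TPM + 1) scale was 1.47 (standard error 0.22, limma adjusted p = 0.0014). With each library left out in turn it stayed between 1.28 and 1.68. Quantile normalization lowered it to 0.65, with a limma adjusted p of 0.17, the only alternative above 0.01 in a range of 2.4e-05 to 0.17, and with a mean of at least 5 TPM required the gene was not tested. Its TPM were at most 0.208 in the 8 libraries of the developmental stages. The KDM4-like host gene AAPPG00000011989, whose 2 transcript models were summed, was expressed at 11.2 ± 3.09 TPM in DMSO and at 9.44 ± 0.562 TPM under 5-azacytidine (SD, n = 3). This difference was smaller than the spread among the DMSO libraries (log2 change −0.20, standard error 0.18, limma adjusted p = 0.48). In the developmental libraries the host gene lay between 11.8 and 19.2 TPM. Kallisto divides reads that several KDM4-like copies share, so the values of both genes are uncertain to that extent.

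**Figure D2:**
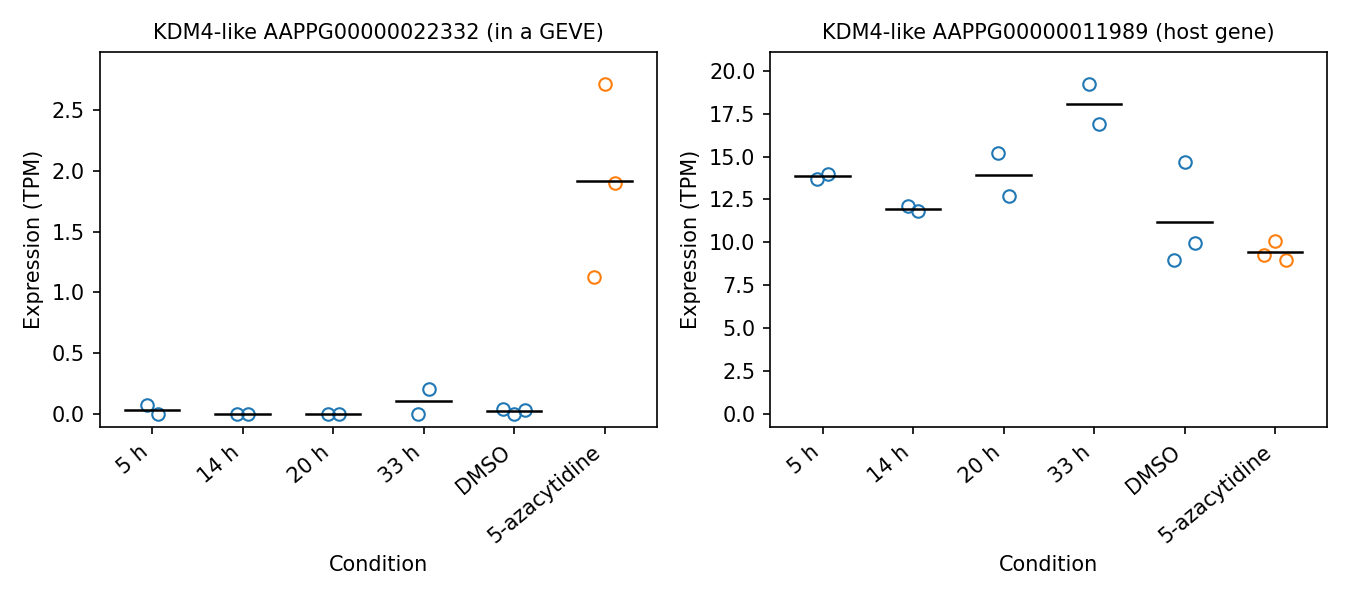
Expression in TPM (vertical axes, linear) of the KDM4-like genes AAPPG00000022332 (left) and AAPPG00000011989 (right) at 5, 14, 20 and 33 h and after 3 days of DMSO or 5-azacytidine (horizontal axes). Circles are single libraries, orange under 5-azacytidine, and bars are means. AAPPG00000022332 reached at least 1.13 TPM in the 5-azacytidine libraries and at most 0.208 TPM elsewhere, whereas AAPPG00000011989 lay at 8.99 to 10.1 TPM in the 5-azacytidine libraries, within the 8.96 to 14.7 TPM of the DMSO libraries.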

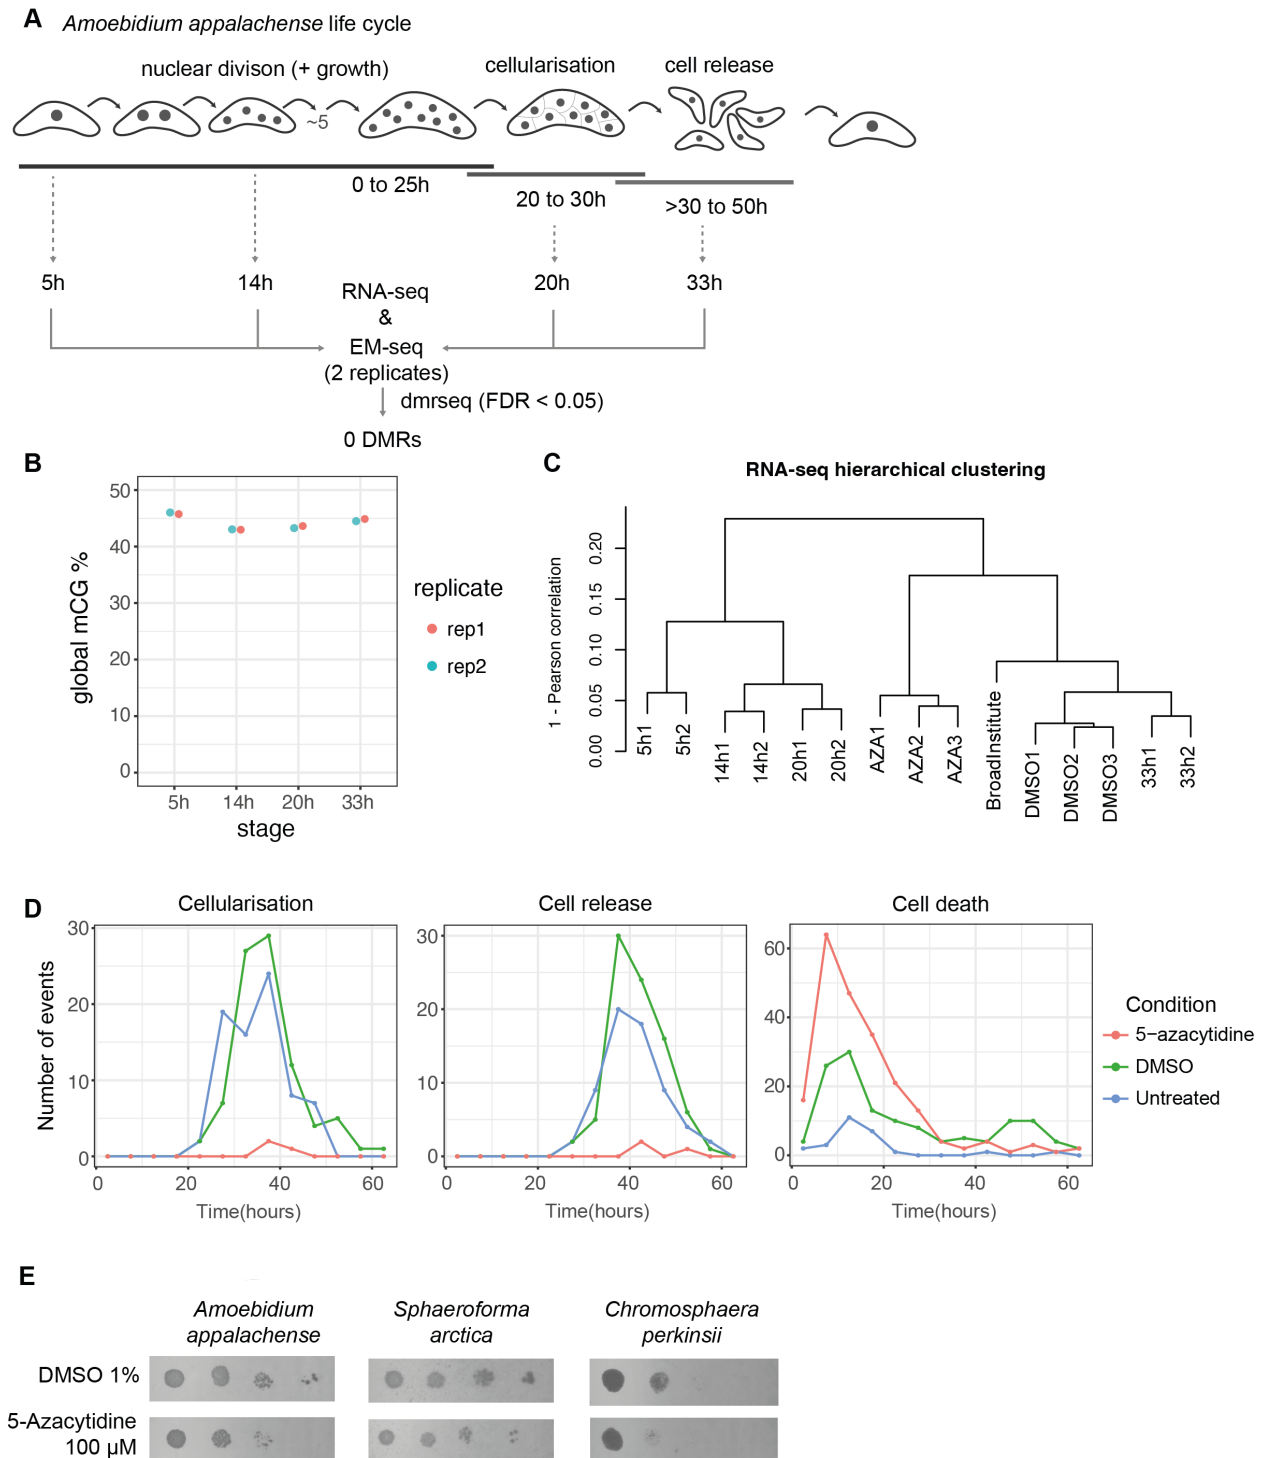

**Fig. S7.**  
***Amoebidium* developmental methylation dynamics and response to 5-Azacytidine treatment.** (A) Scheme showing the average timings of *Amoebidium appalachense* coenocytic life cycle. Nuclear divisions within a coenocyte last for about 25 hours, reaching 16 to 32 nuclei.

Cellularization happens around 20h post culture start, and cellular release past 30h. 

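For the developmental RNA-seq, *A. appalachense* cultures were collected 5, 14, 20 and 33 hours after the start of culture, with 2 libraries per time point. Table S3 gives an RNA input of 150 ng for the 14 h libraries and 50 ng for the other stages, whereas the sample labels give 200 ng for all of them. These 8 libraries were quantified by the authors with Kallisto in the same deposited table as the DMSO and 5-azacytidine libraries, and 1 further column of that table, which belongs to none of the samples, was not used. Depth per library is unknown, as TPM keep no read totals. For each pair of the 14 libraries the distance was calculated as 1 minus the Pearson correlation of log2(TPM + 1) over 25432 genes, and libraries were joined by average linkage. The paper's text does not name the scale or the linkage behind its clustering.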

Sampled time points for RNA-seq and Enzymatic Methyl-seq are shown. 

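The 5-azacytidine libraries lay at a mean distance of 0.0662 ± 0.0028 from the DMSO libraries (SD over 9 library pairs), compared with 0.0204 ± 0.0035 among the 5-azacytidine and 0.0095 ± 0.0012 among the DMSO libraries (SD over 3 pairs each). Distances over library pairs share libraries and are not independent, so they were not tested. DMSO cultures were closest to the 33 h stage, at 0.0306 ± 0.0037 (SD over 6 pairs), followed by 20 h at 0.0564 ± 0.0042, 14 h at 0.0845 ± 0.0040 and 5 h at 0.115 ± 0.0132. The 5-azacytidine libraries were at 0.0841 ± 0.0015 from 33 h and at 0.0862 ± 0.0021 from 20 h, a gap of about the size of these spreads, and at 0.107 ± 0.0034 from 14 h and 0.135 ± 0.0102 from 5 h. In the clustering, DMSO and 33 h libraries joined each other at a height of 0.0306, and the 5-azacytidine libraries joined them at 0.0734. The 14 h and 20 h libraries joined at 0.0268 and took in the 5 h libraries at 0.065. The place of the 5-azacytidine libraries depended on the scale and on single libraries: with Spearman correlation, with a pseudocount of 0.1 or with genes below 1 TPM in every library removed, they joined after all other conditions, and on TPM without a log, or on the log scale without 14 h replicate 1, 14 h replicate 2 or 5 h replicate 1, they joined after 14 h, 20 h, 33 h and DMSO. On TPM without a log, DMSO was at 0.0532 ± 0.0120 from 20 h, 0.0551 ± 0.0129 from 14 h and 0.0643 ± 0.0085 from 33 h (SD over 6 pairs each), an order that differs from that on the log scale and whose gaps are about the size of these spreads. Removing genes below 1 TPM in every library also moved the distance between 5-azacytidine and DMSO most, to 0.108.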

The R package dmrseq was used to identify differentially methylated regions (DMRs) across developmental stages, finding 0 DMRs passing the non-conservative FDR threshold of 0.05. **(B)** Global CG methylation levels of developmental Enzymatic Methyl-seq replicates. **(C)** Hierarchical clustering of RNA-seq samples of developmental and control (DMSO)/5-Azacytidine (AZA) treatments clustered by Pearson correlation distance calculated in R. **(D)** Distribution of cellularisation, cellular release and spontaneous death events recorded in live microscopy videos of *Amoebidium appalachense* cultures grown in 10% BHI media, 10% BHI with DMSO at 1% and 10% BHI with 5-Azacytidine at 100 uM. **(E)** Agar plates showing *Amoebidium* colony growth in 10% BHI or *Sphaeroforma* and *Chromosphaera* in Marine Broth media upon DMSO and 5-Azacytidine treatments. Left to right: 5µl 1x, 10x, 100x, 1,000x and 10,000x serial dilutions of saturated culture.

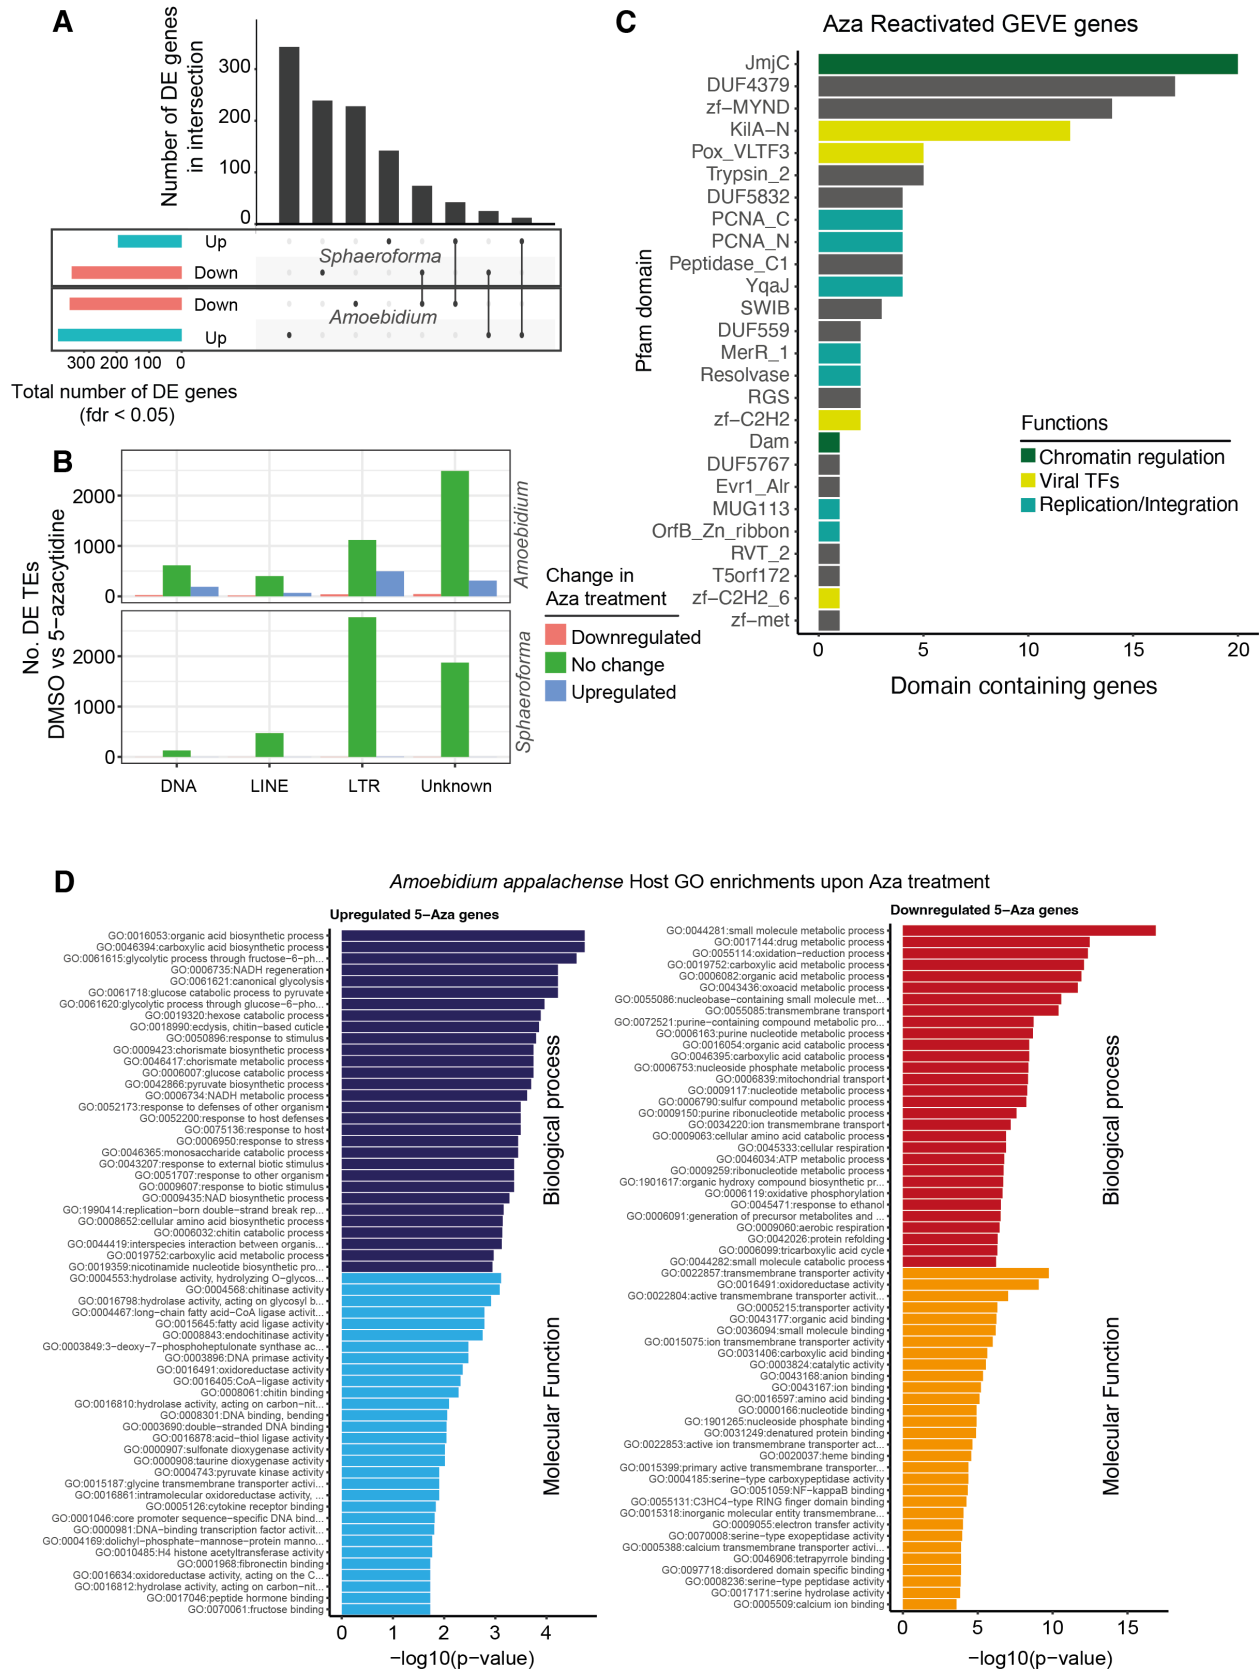

**Fig S8.**

**Transcriptional response to 5-Azacytidine in *Amoebidium* and *Sphaeroforma*.** (A) Upset plot showing the amount of differentially expressed (DE) genes (DEseq2, one to one orthologues) shared across *Amoebidium appalachense* and *Sphaeroforma arctica* comparing DMSO and 5-Azacytidine. (B) Transcriptional response of TE individual insertions to 5-Azacytidine treatment in *Amoebidium* and *Sphaeroforma* measured by TELocal. Only TEs larger than 500 bp were included. “No change” indicate TEs which do not change expression level ( $\text{fdr} > 0.05$ , DEseq2 package) or are silenced throughout. (C) Most abundant Pfam domains encoded in GEVE genes reactivated upon 5-Azacytidine treatment. (D) Gene ontology enrichments of *Amoebidium* host genes upregulated and downregulated upon 5-Azacytidine treatment (p-value as obtained from TopGO package using default parameters).

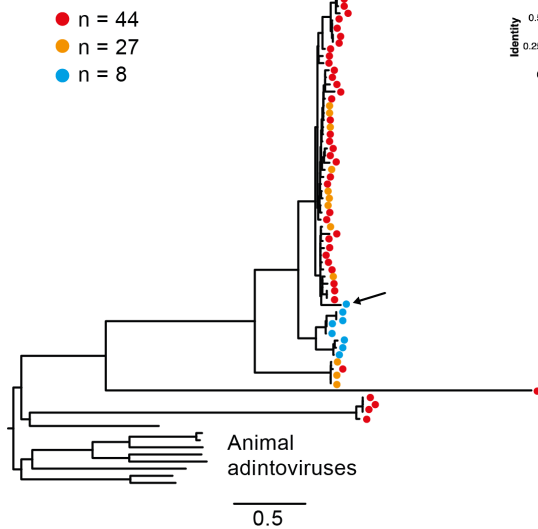

**Fig. S9.**

**Genomes and endogenized viral phylogenies of *Amoebidium* isolates.** (A) Maximum likelihood phylogenetic tree displaying the nuclear ribosomal 18S RNA phylogeny of *Amoebidium* isolates and closely related *Ichthyophonus* and *Paramoebidium* genus. The Isolate 9181 (orange) 18S is 100% identical to *A. appalachense* in NCBI and Isolate 9257 (blue) 18S is 100% identical to *A. parasiticum* in NCBI. (B) Genome size, repeat distribution, BUSCO completeness and global CG methylation levels across the 3 *Amoebidium* genomes. (C) Maximum likelihood phylogeny of VLTF3 encoded in giant virus and adintovirus endogenization events. Dots represent the genome they come from following panel **Fig. 4A** colour code. (D) Maximum likelihood phylogeny of DNA Polymerase family B encoded in adintoviruses. Coloured dots represent genome of origin. (E) Dot plot showing the genome alignment of contig level assemblies of Isolate 9181 and 9257 compared to the chromosome scale *A. appalachense* reference genome. Identity of alignment windows is calculated with minimap2 (with the D-GENIES server).

## **Supplementary Figure Captions**

**Supplementary Table S1.** Number of tracked cells for growth experiments.

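The table counts the cells followed in the live microscopy behind fig. S7D, in which cellularisation, cellular release and spontaneous death were recorded for each cell. By the paper's count, 127 cells were tracked in 30 videos of untreated cultures, 277 cells in 45 videos of cultures with DMSO and 299 cells in 45 videos of cultures with 5-azacytidine. The table gives no number of events, so no rate of release or death was computed from it.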

**Supplementary Table S2.** Oxford Nanopore sequencing statistics for all the *Amoebidium* strains

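Table S3 lists the amount of RNA from which each mRNA-seq library was made, and a lower input leaves fewer distinct molecules to sequence. The paper's inputs are 200 ng for the *A. appalachense* drug treatments, 50 ng for the *S. arctica* drug treatments, 150 ng for the 14 h stage, 50 ng for the 5 h, 20 h and 33 h stages and 1000 ng for the 6 isolates. Input was the same within each pair of DMSO and 5-azacytidine groups.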

**Supplementary Table S3.** List of RNA amounts used for mRNA-seq library constructions.

**Supplementary Table S4.** EM-seq libraries coverage and statistics.

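In Enzymatic Methyl-seq, unmethylated cytosines are converted and read as thymines, so the share of unconverted cytosines at CG sites gives global mCG. The spiked lambda DNA, which is unmethylated, measures failed conversion, and the methylated pUC19 DNA measures protection. All methylation levels given here are the paper's values from this table, and recomputing the corrected level of each library from its lambda and pUC19 columns differed from the printed level by at most 9e-05 points. Coverage was 0.263 to 0.826-fold in the 14 libraries of the drug treatments. Corrected global mCG was 44.16% ± 0.30 in DMSO and 17.93% ± 0.35 under 5-azacytidine (SD, n = 3 each), a difference of −26.23 points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow, and 0.15 after Benjamini-Hochberg adjustment over the 3 drugs). Decitabine gave 42.55% ± 2.21 (SD, n = 4), a difference of −1.60 points that is within the spread of its libraries (two-sided exact permutation test, p = 0.257, adjusted p = 0.257). Zebularine gave 40.24% ± 2.43 (SD, n = 4), a difference of −3.91 points (two-sided exact permutation test, p = 0.0571, adjusted p = 0.15). All 4 zebularine libraries, at 37.89 to 43.65%, lay below the 3 DMSO libraries, at 43.83 to 44.42%. The paper reports a decrease for 5-azacytidine alone, and these values do not settle whether zebularine lowered global mCG as well. The sample labels give 4 days of treatment for the fourth library of decitabine and of zebularine, whereas Fig. 3A gives 3 days for all. Those libraries were at 39.28% for decitabine, against 43.37 to 44.10% in the other 3, and at 43.65% for zebularine, against 37.89 to 39.78% in the other 3. Without them the difference from DMSO was −0.51 points for decitabine and −5.05 points for zebularine (two-sided exact permutation test, p = 0.2 and p = 0.1). Across the developmental stages the mean of 2 libraries was 45.90% at 5 h, 43.02% at 14 h, 43.46% at 20 h and 44.69% at 33 h.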

**Supplementary Table S5.** Database of species screened for DNMTs, GEVEs and giant virus markers.

How the deposited data were processed for this re-analysis (not part of the article)

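RNA-seq was analysed here from *Amoebidium appalachense* cultures treated with DMSO or 5-azacytidine (3 libraries each), from 4 developmental stages of the same species (2 libraries each), from *Sphaeroforma arctica* cultures treated with DMSO or 5-azacytidine (2 libraries each) and from 6 *Amoebidium* isolates (1 library each). All 50 samples of the study, 24 of RNA-seq and 26 of Enzymatic Methyl-seq, were mapped to a condition from their labels and the paper. Methylation calls, the reference genome, its annotation, lists of viral genes and one-to-one orthologs were not used here, and for methylation only the library values of Table S4, which are the paper's, were examined.

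The *A. appalachense* values are TPM that the authors obtained with Kallisto against the transcript models of their annotation. The Kallisto version and index are not given in the sources used here. Each of the 14 columns used sums to 1000000 over 29558 transcript models. 1 further column of the deposited table belongs to none of the samples and was not used. TPM keep no read totals, so the depth and the counting error of these libraries are unknown. TPM were summed to 25432 genes by the stem of the identifier, and 2810 genes have several models. A value of 0 in this table is reported only as listed at 0.

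The *S. arctica* values are counts per gene and per TE insertion that the authors deposited without normalization after HISAT2 alignment and TElocal counting. The versions, and whether TElocal used uniquely or multiply mapped reads, are not given in the sources used here, so counts of near-identical genes or insertions are uncertain. The totals are 7459998 to 12333091 counts per library. No row lacked a name. The floor used for a group without counts is 3 counts over the group and covers counting error only.

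The isolate files hold contig sequences that the authors assembled with Trinity, without abundances.

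Genes of *A. appalachense* with at least 1 TPM in 3 or more of the 6 treatment libraries were tested on log2(TPM + 1) with limma 3.58.1 and an intensity trend, at a Benjamini-Hochberg adjusted p below 0.01. Only the DMSO and 5-azacytidine libraries entered the fit. *S. arctica* counts were tested with the quasi-likelihood test of edgeR 4.0.16 after TMM scaling and the default filter on low counts, with genes and TE insertions in 1 fit, at an adjusted p below 0.01 for genes and below 0.05 for TE insertions. DESeq2 1.42.0 was run as an alternative on the *S. arctica* counts, with its undefined adjusted p left undefined. R was version 4.3.3.

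Both tests were run on simulated data, with 200 genes changed by known amounts in 5 simulations each. For the comparison of *S. arctica* 5-azacytidine against DMSO, run on 11414 to 11453 rows, 84.5 to 97% of genes changed by 2 on the log2 scale and 56.2 to 64% of those changed by 1 were called. Between 4 and 14 unchanged rows were called as well, 2.7 to 8.4% of the calls against a nominal 1%. The first simulation gave 14, the most of the 5, and its random seed was kept. The number of calls with 2 libraries per group may therefore include more false calls than its threshold states. The false share depends on how many genes change, 200 in the simulations, so its size among the 959 genes called is not known. For the comparison of *A. appalachense* 5-azacytidine against DMSO, run on 15255 to 15323 rows, 90 to 96% of genes changed by 2 and 30 to 46% of those changed by 1 were called, and 0.72 to 3.4% of the calls were false. The genes changed in this simulation all had at least 5 TPM in each of the 6 libraries. Recovery of changed genes with lower expression, such as those transcribed only under 5-azacytidine, was not simulated.

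Genes were classed by a mean of 1 TPM per condition. The share of genes transcribed only under 5-azacytidine whose next-numbered gene is in the same class was compared with 10000 random reassignments of the class among genes that are not broadly expressed. Distances between libraries were 1 minus the Pearson correlation of log2(TPM + 1). Isolates were compared with BLAST+ 2.17.0, as nuclear small subunit rRNA contigs found by conserved motifs 600 to 1500 bases apart, and as reciprocal best megablast hits with a word size of 16, an e-value below 1e-20, contigs of at least 1000 bases and alignments of at least 500 bases. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

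Comparisons of single values used two-sided exact permutation tests, and shares of genes were compared with Fisher's exact test as a description across genes, which are not replicates. Intervals for identities are Wilson intervals at 95% over aligned columns.

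Sample groups, tests and the first set of alternatives were fixed before the data were examined. The genes named in the text are every *A. appalachense* gene whose identifier the paper prints in its text or figures, and in each species the 2 genes with the largest increase and the 2 with the largest decrease among genes past the threshold whose treated libraries all lie on one side of all DMSO libraries. The values of Table S4 had been seen when their tests were chosen. Alternatives covered the pseudocount, the filter on low values, the scaling, the test, the threshold, the replicate number as a block, the libraries in the fit, each library left out in turn, transcript models in place of genes, the contig length, the alignment, the seed of the search and the choice of rRNA contig.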

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

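The tests of explanations in this part were chosen only after the results were seen.

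The genes for 2 DNA methyltransferases were higher under 5-azacytidine, a signal in genes whose expression the paper does not discuss. The DIM-2-like gene AAPPG00000006697 rose from 8.69 ± 0.901 TPM in DMSO to 27.3 ± 0.0835 TPM (SD, n = 3), a log2 change of 1.55 on the log2(TPM + 1) scale (standard error 0.12, limma adjusted p = 3.5e-05, higher in 3 of 3 libraries). The DNMT1-like gene AAPPG00000003589 rose from 1.05 ± 0.265 to 11.7 ± 0.383 TPM (SD, n = 3), a log2 change of 2.63 (standard error 0.15, limma adjusted p = 4.2e-06, higher in 3 of 3 libraries). The scaling of TPM was argued against as the cause, since under median centring and quantile normalization the lower of both changes was still 1.53. A shift of the treated cultures to another of the sampled stages was argued against as well: no stage library exceeded 10.5 TPM for AAPPG00000006697 or 0.274 TPM for AAPPG00000003589. Reads shared among the DNMT1-like genes AAPPG00000003582, AAPPG00000003583 and AAPPG00000003589 and divided differently in the treated libraries stay open as a candidate explanation for AAPPG00000003589. Their summed TPM were 28.7 ± 0.592 in DMSO and 30.4 ± 2.7 under 5-azacytidine (SD, n = 3; two-sided exact permutation test, p = 0.5, with 0.1 the smallest p possible), while AAPPG00000003582 changed by −0.65 on the log2 scale (standard error 0.13, limma adjusted p = 0.0063), from 26.4 ± 0.467 to 16.5 ± 2.13 TPM (SD, n = 3). TPM are divided by transcript length, so a sum need not stay exactly equal when reads move. That decrease is less secure, because its adjusted p ranged from 0.0028 to 0.032 over the alternatives and was above 0.01 without DMSO replicate 1, 2 or 3 and without 5-azacytidine replicate 2 or 3 (0.02 to 0.032). AAPPG00000003583 changed by 0.50 (limma adjusted p = 0.04) and the DNMT1 gene AAPPG00000000736 by −0.04 (limma adjusted p = 0.9, with a sign that changed with the library left out). What stays open is a state of stressed cultures outside the sampled stages, reads shared with other genes, and a response of these genes to the loss of 5mC; a biological response is a hypothesis here and was not tested.

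The fourth decitabine library of Table S4 was far from the other 3. Its corrected global mCG, the paper's value, was 39.28%, against 43.37 to 44.10% in the others, and its gap to the nearest library was 0.847 of the range of the group, above Dixon's 95% limit for 4 libraries. Such a gap arises by chance in about 1 of 20 groups, and 2 groups were examined. The fourth zebularine library, at 43.65%, lay above the 37.89 to 39.78% of its group, with a gap of 0.673 of the range. The sample labels give 4 days of treatment for both, the paper 3 days. Failed conversion or protection was argued against, since the decitabine library was lower than the mean of the others by −4.37 points after correction and by −4.36 points before it. A common effect of the longer treatment in the labels was also argued against, since the zebularine library moved the other way, by 4.55 points. An exchange of the labels of both libraries stays open and is a candidate explanation: 39.28% lies within the range of the other zebularine libraries and 43.65% within that of the other decitabine libraries. An effect of a longer treatment that differs between the drugs stays open as well and was not tested.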

How the results depend on the processing

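Some alternatives were chosen after the data were seen: the crossed pairing, the pairing of same-numbered libraries for distances and Table S4, the use of transcript models without summing them to genes, the comparisons of rRNA contigs from motif to motif and with any contig, the filters and scaling for TE insertions, the comparisons of TE insertions with genes, and for genes silent during development the pseudocount of 0.5, the mean of 5 TPM, quantile normalization, the fit to all 14 libraries, the fit without a trend and the threshold of 0.05.

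The number of *A. appalachense* genes called at an adjusted p below 0.01 by limma, 2526, stayed within 1.5-fold under 15 of 17 alternatives. It fell to 1295 when a mean of 5 TPM was required, which tests fewer genes, and rose to 3989 at an adjusted p below 0.05, which is a wider threshold. With each library left out in turn it lay between 1753 and 2338. Quantile normalization called 2573 genes, 2085 of them shared, and lowered the share of calls that were higher from 63.1 to 47.8%; the cause was not tested. The class transcribed only under 5-azacytidine, 1541 genes, lay between 1152 and 1979 under all 12 alternatives. Among called genes silent during development, the share that rose lay between 93.4 and 98.8% under 17 alternatives, above that of the other called genes in each of them. Most of these genes lie below 1 TPM in DMSO with little room to fall, so this range says nothing about stability. The excess of next-numbered genes in the same class held under the 4 alternatives, with 19.0 to 27.5% (one-sided permutation test, p = 1e-04, the smallest p that the reassignments can give).

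The number of *S. arctica* genes called by edgeR, 959, stayed within 1.5-fold under 8 of 12 alternatives, DESeq2 (1239) included; 937 genes were called by both tools. It rose to 2049 without a filter on low counts, and the cause was not tested, and to 2081 at an adjusted p below 0.05. With each library left out it lay between 640 and 1081, the lowest without DMSO replicate 1. The number of TE insertions called, 102, was 67 with DESeq2 and 176 without a filter on low counts, and the cause was not tested. With each library left out it lay between 68, without DMSO replicate 1, and 106. Among called TE insertions the share that rose, 67.6%, was above that of called genes under all 10 alternatives, but no longer past 0.05 in Fisher's exact test under the replicate block (65.0%, p = 0.5) or without 5-azacytidine replicate 2, DMSO replicate 1 or DMSO replicate 2 (59.4 to 66.2% with each library left out). The share of tested insertions called higher, 13.6% against 10.0% of genes, was 7.7% under the block (Fisher's exact test, p = 0.42) and 7.5 to 10.6% with each library left out (p = 0.13 to 0.83), below that of genes without DMSO replicate 2 (7.5 against 7.8%). It was below that of genes without a filter on low counts (2.2 against 8.6%), a setting that tests more insertions with few counts. With DESeq2 0.8% of 5563 insertions were called higher, but 5045 of these had an undefined adjusted p, as had 5600 of 16862 genes. The DESeq2 share is therefore not one of tested insertions, and it does not decide how insertions compare with genes. The share called in either direction, 20.1%, was below that of genes without a filter on low counts (3.2 against 16.1%). It was also below with the crossed pairing (30.6%, Fisher's exact test, p = 0.66) and without 5-azacytidine replicate 1 (15.4%) or DMSO replicate 2 (11.8%). With each library left out this share lay between 11.7 and 17.8%. The 1.2% called with DESeq2 is again taken over all 5563 insertions, so it does not decide this comparison either.

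Same-numbered libraries were checked for pairing by the correlation of their deviations from the group means. In *A. appalachense* these were 0.17, 0.08 and −0.09 for replicates 1, 2 and 3, so the numbers do not pair the libraries. With the replicate number as a block, 2406 genes were called, 97.7% of the called genes silent during development rose, and among the named genes the call on AAPPG00000003582 changed, with a log2 change of −0.65 (limma adjusted p = 0.01 after rounding). In *S. arctica* the correlation was −0.16. With the replicate number as a block, 425 genes and 60 TE insertions were called, and with the numbers crossed between the groups, 2467 genes and 155 TE insertions were called; the cause was not tested. Over library pairs with the same number, the distance between 5-azacytidine and DMSO was 0.0659. Paired differences in global mCG were −26.23 points for 5-azacytidine, −0.51 for decitabine and −5.05 for zebularine, in which the libraries without a DMSO partner are left out. With 3 pairs an exact sign-flip test cannot give p below 0.25. No paired analysis was possible for the isolates because each has 1 library.

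The distance between 5-azacytidine and DMSO libraries, 0.0662, was 0.0985 with Spearman correlation, 0.094 with a pseudocount of 0.1 and 0.1077 with genes of at least 1 TPM in a library, beyond the spread between library pairs (SD 0.0027 to 0.0057 in these settings); the cause was not tested. On TPM without a log it was 0.0749, with an SD of 0.0374 that covers the difference from 0.0662. With each library left out it lay between 0.0649 and 0.0679. The 5-azacytidine libraries joined after all other conditions with Spearman correlation, a pseudocount of 0.1 or the filter at 1 TPM, and after 14 h, 20 h, 33 h and DMSO on TPM without a log and without 14 h replicate 1, 14 h replicate 2 or 5 h replicate 1.

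Median identities of the isolate transcriptomes moved by at most 0.76 points under 60 alternatives. Identities of small subunit rRNA contigs stayed within their intervals in 33 of 60 cases. With the longest contig of each isolate, Isolate9183 was 99.91% identical to Isolate9181, and Isolate9257 was 92.62% identical to Isolate9181, Isolate9255 and Isolate9256 and 92.68% to Isolate9183. From motif to motif, Isolate9182 was 99.44% identical to Isolate9181, Isolate9255 and Isolate9256 and 99.54% to Isolate9183, Isolate9183 was 99.91% identical to Isolate9181, Isolate9181 and Isolate9256 were 100.00% identical, and Isolate9257 was 97.78% identical to Isolate9181, Isolate9255 and Isolate9256, 97.87% to Isolate9183 and 98.06% to Isolate9182. With any contig these values were the same except for Isolate9257, at 99.39, 99.49 and 100.00%. The last comparisons leave out the sequence beside the small subunit gene by construction.

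The difference in global mCG from DMSO kept its sign for all 3 drugs under 26 alternatives. It lay between −26.43 and −25.70 points for 5-azacytidine, between −2.12 and −0.51 for decitabine, the smallest without decitabine replicate 4, and between −5.05 and −3.13 for zebularine, the largest without zebularine replicate 4. Designs of 3 libraries against 3 cannot give p below 0.1, so these tests say nothing about stability there.

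Among the genes named in the text, the 4 of *S. arctica* were called in every alternative. In *A. appalachense*, 154 of 163 values kept their sign and their call. AAPPG00000022332 was not called under quantile normalization (log2 change 0.65, limma adjusted p = 0.17). AAPPG00000003582 lost its call under the block and without 5 of the libraries, with log2 changes of −0.75 to −0.60 with each library left out. The change of AAPPG00000000736, which was never called, lay between −0.20 and 0.09 with each library left out and was above 0 without DMSO replicate 1 or 2. AAPPG00000022332 and AAPPG00000003583 were not tested when a mean of 5 TPM was required.

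Depth limits the *S. arctica* results through the 7459998 to 12333091 counts per library, at which 507 of 27345 TE insertions passed the filter on low counts. For *A. appalachense* and the isolates the depth is unknown.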

Differences from the paper's values

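The paper gives 5630 differentially expressed genes in *Amoebidium*, and 2526 were called here. Of the alternatives set before the data were examined, only an adjusted p below 0.05, with 3989 genes, comes within 1.5-fold of the paper's number, and the others lie between 1295 and 2661. Transcript models tested without summing them to genes, a setting chosen after seeing the values, gave 2056. The paper's test used counts from TElocal, the values here are TPM.

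The paper gives 1807 differentially expressed genes in *Sphaeroforma*, and 959 were called here. Of the alternatives set before the data were examined, DESeq2 (1239), no filter on low counts (2049) and an adjusted p below 0.05 (2081) come within 1.5-fold of the paper's number. The others do not: 959 genes with size factors of DESeq2 in edgeR, 940 with a filter at 1 CPM, 425 with the replicate number as a block, 1030 with genes only, and 640 to 1081 with each library left out. The crossed pairing, chosen after seeing the values, gave 2467, which also comes within 1.5-fold. The paper's list of called genes was not used here, so how many of its genes any setting drops is not known.

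In the clustering of RNA-seq libraries, 33 h and DMSO join at a height of about 0.06 in fig. S7C, read by eye, and at 0.0306 here. Spearman correlation (0.0413) and genes of at least 1 TPM in a library (0.0487) come within 1.5-fold, whereas a pseudocount of 0.1 (0.0314) and each library left out (0.0281 to 0.033) do not, and on TPM without a log this join was not formed. 5-azacytidine joins them at about 0.17 in fig. S7C, read by eye, and at 0.0734 here, with 0.0707 to 0.076 over the 11 settings with a library left out that keep this join, none of which comes within 1.5-fold, and the other alternatives did not form it. All libraries join at about 0.23 in fig. S7C, read by eye, and at 0.0928 here. None of the alternatives, at 0.085 to 0.1118 with a library left out and 0.118 to 0.1379 otherwise, comes within 1.5-fold. Fig. S7C includes a sample that was not used here, and the paper's text does not name the scale or the linkage. Average linkage was used in every setting here. The linkage was therefore not varied, and these heights cannot tell whether another linkage accounts for the difference.

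The figure joins DMSO replicates 2 and 3 first, whereas here replicates 1 and 3 joined first, at 0.0086.

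The paper states that the 18*S* sequences of the isolates are identical within a species. Here Isolate9181, Isolate9255 and Isolate9256 had no mismatch to each other, with 2 gaps between Isolate9181 and Isolate9256, Isolate9183 differed from them at 1 of 1080 columns from motif to motif, and Isolate9182 and Isolate9257 were 93.67% identical over contigs that extend beyond the small subunit gene and 98.06% identical from motif to motif, with 19 mismatches and 2 gaps over 1082 columns. The comparison from motif to motif was chosen after seeing the values. With any contig of the other isolate, a setting chosen after seeing the values, Isolate9182 and Isolate9257 were identical over 982 columns.

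The paper finds no particular excess of up-regulated TEs in *Sphaeroforma*. Here the share of called insertions among those tested was 20.1% against 18.7% of genes (two-sided Fisher's exact test, p = 0.42), and TE insertions received 0.869% of all counts under 5-azacytidine and 0.877% in DMSO. Of the called insertions 67.6% were higher, against 53.6% of the called genes (two-sided Fisher's exact test, p = 0.0058), a comparison chosen after seeing the values whose p was 0.06 to 0.67 without 5-azacytidine replicate 2, DMSO replicate 1 or DMSO replicate 2. The paper's restriction to intergenic insertions above a minimum length was not applied.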

Other observations

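The tests with rRNA contigs of Isolate9257, of the chance occurrence of the adapter start and of read-through as the whole cause of the gene runs were chosen only after the results were seen.

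Of the 10 splits of the 6 *A. appalachense* treatment libraries into 3 and 3, only the real 1 gave as many calls with limma, 2526 in all and 974 among genes silent during development. Every other split called 0 genes in both sets, so the calls appeared only with the real grouping. With 10 splits the share of splits with as many calls cannot fall below 0.1, so this share alone cannot exclude chance.

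Called genes that are below a mean of 1 TPM at every developmental stage mostly rose. Of 974 such genes, 950 were higher under 5-azacytidine (97.5%), against 645 of the 1552 other called genes (41.6%; two-sided Fisher's exact test across genes, p = 2.8e-217). The stages were not part of the test, but 915 of the genes that rose were also below 1 TPM in DMSO, where the filter on low values leaves little room to fall, so the Fisher test does not separate the groups from this floor. Among the 59 called genes silent at every stage but at 1 TPM or more in DMSO, 35 rose, 59.3% (95% exact binomial interval 45.7 to 71.9%). These genes are chosen for a high value in DMSO, which by itself favours a fall, so the share does not decide whether the floor at 0 makes the pattern. The floor and a release of silenced genes by the loss of 5mC cannot be told apart here, and methylation per gene was not used.

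Genes transcribed only under 5-azacytidine often carry consecutive identifiers. Chromosome positions were not used here, so that consecutive identifiers are neighbours on a chromosome is assumed. For 27.3% of the 1541 genes the next-numbered gene was in the same class, against 10.6% on average and at most 13.6% in 10000 random reassignments among genes that are not broadly expressed (one-sided permutation test, p = 1e-04, the smallest p these reassignments can give). The longest run held 16 genes, and 94 runs of 3 or more held 381 genes. Transcripts split over neighbouring gene models, as the whole cause, would end the excess at a distance of 10 identifiers. There the excess was still 1.34-fold (10.8 against 8.1%, one-sided permutation test, p = 2e-04). It was 2.58-fold at a distance of 1, so split transcripts may add to the pattern at short distances. Read-through from a broadly expressed neighbour that rose may add to the pattern, since 4.9% of the genes had such a neighbour against 3.4% of reassigned genes (one-sided permutation test, p = 3e-04). As the whole cause it was argued against, since among the 1466 genes without such a neighbour 28.0% were followed by a gene of the class, against 10.5% of reassigned genes. Insertion of many silent genes in 1 block, as in the endogenized viruses the paper describes, stays open as a hypothesis and was not tested here.

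Small subunit rRNA contigs of Isolate9257 that hold both motifs were 93.67% identical to those of Isolate9182 over 2387 columns, which extend beyond the small subunit gene, and 98.06% identical from motif to motif, with 19 mismatches and 2 gaps over 1082 columns. The transcriptomes of both isolates had a median identity of 96.39%, between these values. Contigs that join or vary within a mixed set of rRNA sequences are a candidate explanation: another contig of the same Trinity gene matched Isolate9182 over 982 columns without mismatch. Mixed rRNA sequences within the culture or within its genome were not told apart. The motif search returned 6 groups of contigs. Only 1 of them held contigs of all 6 isolates, and the origin of the other groups was not tested.

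Between isolates of different species, identical contigs were found mainly in 1 pair. Isolate9183 and Isolate9257 shared 43 identical reciprocal best hits of 6691 (0.643%), whereas every other pair across the species had 0 or 1 with contigs of at least 1000 bases. With contigs of at least 500 bases, 3.1% of the hits between Isolate9183 and Isolate9257 were identical, and 0.2% of those between Isolate9257 and each of Isolate9181, Isolate9255 and Isolate9256. The sources below were examined at 1000 bases only. Of the 43, 40 matched another *A. appalachense* isolate at 98% or more and not Isolate9182 at 93% or more, 0 matched Isolate9182 only, 1 matched both and 2 matched neither. This argues against transcripts of Isolate9257 in the Isolate9183 library (0 pairs) and against sequence of another organism in both libraries (2 pairs), and is consistent with transcripts of Isolate9183 in the Isolate9257 library (40 pairs), which may have entered at any step from culture to sequencing. Isolate9257 also had 53 to 55 pairs at 99% or more with Isolate9181, Isolate9255 and Isolate9256. Exchange of genes between the species was not tested.

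Many contigs of the isolates hold the first 13 bases of the Illumina adapter, in 8.9% of the contigs of Isolate9255 to 22.3% of those of Isolate9183. Chance gives 1.6 to 2.1 occurrences per assembly, whereas 6356 to 22973 were counted, which argues against chance. Between 99.4 and 99.8% of them lie in the outer 100 bases of a contig, against 48.7 to 56.6% for even placing. Adapter sequence read through from short fragments and kept in the assemblies is therefore a candidate explanation. No biological explanation was tested.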
